# miR-22 gene therapy treats HCC by promoting anti-tumor immunity and enhancing metabolism

**DOI:** 10.1016/j.ymthe.2023.04.019

**Published:** 2023-05-04

**Authors:** Ying Hu, Tahereh Setayesh, Farzam Vaziri, Xuesong Wu, Samuel T. Hwang, Xin Chen, Yu-Jui Yvonne Wan

**Keywords:** liver cancer, hepatocellular carcinoma, retinoic acid, HIF1α, RORγ, immunotherapy, tumor microenvironment

## Abstract

MicroRNA-22 (miR-22) can be induced by beneficial metabolites that have metabolic and immune effects, including retinoic acids, bile acids, vitamin D_3_, and short-chain fatty acids. The tumor suppressor effects of miR-22 have been suggested, but whether miR-22 treats orthotopic hepatocellular carcinoma (HCC) is not established. The role of miR-22 in regulating tumor immunity is also poorly understood. Our data showed that miR-22 delivered by adeno-associated virus serotype 8 effectively treated HCC. Compared with FDA-approved lenvatinib, miR-22 produced better survival outcomes without noticeable toxicity. miR-22 silenced hypoxia-inducible factor 1 (HIF1α) and enhanced retinoic acid signaling in both hepatocytes and T cells. Moreover, miR-22 treatment improved metabolism and reduced inflammation. In the liver, miR-22 reduced the abundance of IL17-producing T cells and inhibited IL17 signaling by reducing the occupancy of HIF1α in the *Rorc* and *Il17a* genes. Conversely, increasing IL17 signaling ameliorated the anti-HCC effect of miR-22. Additionally, miR-22 expanded cytotoxic T cells and reduced regulatory T cells (Treg). Moreover, depleting cytotoxic T cells also abolished the anti-HCC effects of miR-22. In patients, miR-22 high HCC had upregulated metabolic pathways and reduced IL17 pro-inflammatory signaling compared with miR-22 low HCC. Together, miR-22 gene therapy can be a novel option for HCC treatment.

## Introduction

Hepatocellular carcinoma (HCC) is an emerging health burden caused by the increasing levels of obesity.^1^^,^^2^ However, there is a lack of optimal therapies for HCC.^3^ The tyrosine kinase inhibitors including sorafenib, lenvatinib, regorafenib, and cabozantinib have been used as first- or second-line drugs for patients with unresectable HCC.^4^^,^^5^ However, these agents are associated with considerable toxicities and poor quality of life outcomes, and the survival benefit is limited to a few months.^6^ Although immunotherapy has been revolutionary in the management of different types of cancer, the outcomes of HCC treatment are poor.^7^^,^^8^ Therefore, there is an urgent need to identify novel treatment options for HCC.

MicroRNA-22 (miR-22) is implicated in the development of different cancers, including liver, colorectal, cholangiocarcinoma, prostate, breast, and stomach.^9^ miR-22 is generally considered a tumor suppressor but may have oncogenic effects depending on the experimental models.^9^^,^^10^^,^^11^^,^^12^^,^^13^^,^^14^^,^^15^^,^^16^^,^^17^ For the liver, surprisingly, it has been shown that miR-22 promotes HBV-related HCC development.^18^ However, we have uncovered that the expression of miR-22 is induced by beneficial metabolites generated by the microbiota and the host within the gut-liver axis.^19^^,^^20^ These metabolites include retinoic acid (RA), short-chain fatty acids (SCFAs), bile acids (BAs), and vitamin D_3_, which have metabolic and anti-cancer benefits.^19^^,^^20^^,^^21^ Signaling regulated by these chemicals and their receptors is usually compromised during dysbiosis-associated inflammation or liver tumorigenesis.^22^^,^^23^^,^^24^^,^^25^^,^^26^ In the past, we have shown that miR-22 has anti-cancer effects in the colon by exporting the nuclear receptors RARβ and NUR77 to the cytosol and targeting mitochondria to induce apoptosis.^20^ Other mechanisms include silencing of cyclin A2 (*CCNA2*) and inhibition of cancer cell migration.^19^^,^^27^ miR-22 also silences fibroblast growth factor 21 and its receptor FGFR1 to inhibit metabolism-driven growth and proliferation controlled by ERK1/2 signaling.^28^ Further, miR-22 levels are inversely correlated with serum α-fetoprotein (AFP) levels, suggesting its tumor-suppressive role in HCC.^29^ However, whether miR-22 treats HCC has not been studied in orthotopic preclinical models.

The role of miR-22 in the modulation of the tumor immune microenvironment is less understood. Recent studies showed that miR-22 downregulates checkpoint molecule programmed death-ligand 1, which inhibits T cell-mediated immune responses in colon cancer.^30^ miR-22 is highly expressed in regulatory T cells (Treg) from multiple sclerosis patients.^31^ Additionally, miR-22 indirectly regulates the T helper 17 (Th17) responses by controlling the activation of myeloid dendritic cells in an emphysema mouse model.^32^ However, it is still unclear how miR-22 regulated the functions of T cells. Thus, the current study examined the anti-HCC effects of miR-22 particularly focusing on its immunomodulatory functions in T cells using orthotopic mouse HCC models.

Our data revealed that miR-22 treated HCC and prolonged survival time. Compared with lenvatinib treatment, miR-22 therapy provided a longer survival time without detectable toxicity. Moreover, miR-22 treatment effectively silenced hypoxia-inducible factor 1 (HIF1α) and enhanced RA signaling in both hepatocytes and T cells, which improved metabolism and anti-tumor immunity. The miR-22-targeted metabolism and inflammation signaling observed were human relevant, as indicated by comparing miR-22 high vs. low human HCC. miR-22 gene therapy, targeting both hepatocytes and T cells, may become a novel option for HCC treatment.

## Results

### miR-22 treats HCC

Activation of AKT and the neuroblastoma RAS viral oncogene homolog (RAS) is frequently observed in patients with HCC.^6^^,^^33^ To examine the anti-HCC effect of miR-22, RAS/AKT-induced HCC female mice were treated with either AAV8-miR-22 (miR-22 treated) or AAV8 control (untreated). Lenvatinib, an FDA-approved HCC drug, was used for comparison (Figure 1A). In untreated control groups, 5 weeks post oncogene injection, the liver-to-body weight (L/B) ratio reached 33.5%, 8-fold higher than that in healthy mice. Tumors accounted for more than 90% of liver sections. Treatment with miR-22 and lenvatinib reduced the L/B ratio to 10.9% and 12.0%, respectively (Figures 1B and 1C). The effectiveness of both treatments was confirmed by histological evaluation (Figures 1D and 1E). miR-22 and lenvatinib reduced the serum alanine transaminase (ALT), aspartate aminotransferase (AST), and cholesterol levels, indicating improved liver function (Figures 1B and 1C). Additionally, miR-22 and lenvatinib treatment markedly reduced the number of Ki67-positive cells (Figures 1D and 1E). Splenomegaly is typically found in HCC patients and mice, likely due to increased infiltration of foreign cells in the spleen^34^; both miR-22 and lenvatinib reduced spleen size significantly (Figure 1C).

**Figure 1:**
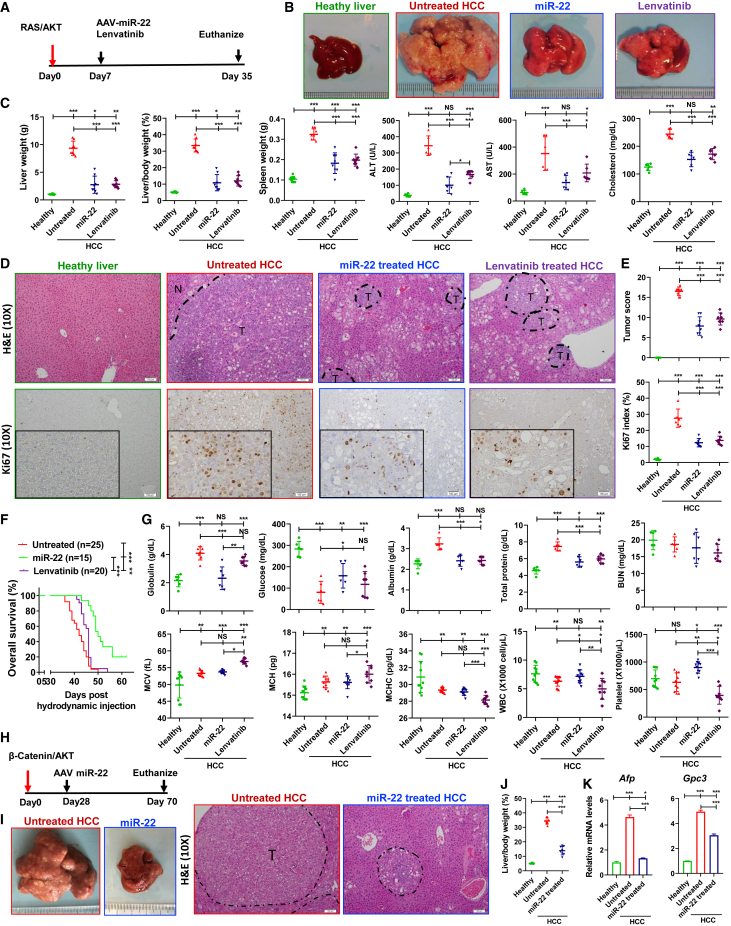
miR-22 treats HCC and prolongs survival in female HCC mice (A) Study design for miR-22 and lenvatinib treatment in RAS/AKT-induced HCC model, (B) representative liver morphology, (C) liver weight, L/B ratio, spleen weight, serum ALT, AST, and cholesterol levels, and (D and E) H&E-stained liver sections and Ki67 IHC staining. The cellularity of the proliferating cells is seen at high magnification (insets). The tumor score was quantitively evaluated, which is detailed in Table S3. The percentage of Ki67-positive cells was determined in five random x10 microscopic fields for each section. Scale bar, 100 μm. (F) Kaplan-Meier survival curves of overall survival of three groups (n = 15–25/group). (G) Toxicology for the studied groups. (H) Study design of miR-22 treatment in β-catenin/AKT-induced HCC model. (I) Representative liver morphology and H&E-stained liver sections (scale bar, 100 μm), (J) L/B ratio, and (K) hepatic mRNA levels of HCC markers *Afp* and *Gpc3* for studied group. Data represent mean ± SD (n = 6–8/group for B, C, E, G, I, J, and K). ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001 by one-way ANOVA (C, E, F, G, J, and K).

The anti-HCC effect of miR-22 was also confirmed in male mice. miR-22 treatment significantly reduced tumor burden as indicated by significant reductions in the liver weight and L/B ratio in male HCC mice (Figures S1A–S1C). In addition, terminal deoxynucleotidyl transferase dUTP nick end-labeling (TUNEL) analysis that showed apoptosis of HCC cells was demonstrated in miR-22-treated HCC (Figure S1D).

### miR-22-treated mice have longer survival time without toxicity compared with lenvatinib-treated mice

In the RAS/AKT-HCC female mice, the median survival time of the HCC mice was 42 days. Two mice treated with miR-22 remained alive 60 days post oncogene injection. Excluding these two, miR-22 treatment was found to extend the survival time to 50 days. In contrast, the median survival time of the lenvatinib-treated group was 46 days (Figure 1F).

Patients with HCC commonly have elevated serum globulin levels, which was also observed in our mouse models.^35^ miR-22 treatment reduced serum globulin levels; however lenvatinib did not. Moreover, HCC mice had reduced serum glucose levels, which are also observed in patients with HCC as indicators of hypoglycemia and poor prognosis.^36^ Serum glucose levels were also reduced in response to miR-22 treatment but not lenvatinib. Both miR-22 and lenvatinib reversed the elevation in total protein and albumin levels. Blood urea nitrogen (BUN) levels were not affected by HCC or either treatment, suggesting no renal toxicity (Figure 1G).

Complete blood counts indicated that HCC mice had macrocytic anemia, as evidenced by increased mean corpuscular volume and mean corpuscular hemoglobin, as well as reduced mean corpuscular hemoglobin concentration (Figure 1G). Macrocytic anemia is commonly observed in HCC.^37^ Lenvatinib exacerbated this condition, whereas miR-22 did not. Furthermore, lenvatinib-treated mice had the lowest white blood cell and platelet counts. In contrast, miR-22 treatment increased the levels of both (Figure 1G).

### miR-22 treats β-catenin-positive HCC.

β-Catenin activation promotes immune escape.^38^ β-Catenin-positive HCC, accounting for 50% of human HCC cases, is resistant to anti-PD-1 treatment.^38^ The anti-cancer effect of miR-22 was studied in β-catenin/AKT-induced female mouse HCC. miR-22 treatment was initiated 4 weeks after oncogene delivery (Figure 1H) and significantly reduced the L/B ratio compared with that in untreated mice (Figure 1J). The gross morphology and histology are shown in Figure 1I. Furthermore, miR-22 reduced the expression of the HCC markers *Afp* and *Gpc3* (Figure 1K).

### miR-22 treatment restores hepatic metabolism and reduces inflammatory signaling

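HCC was induced in female mice aged 6 weeks by hydrodynamic injection, a rapid injection that carries plasmids into hepatocytes, of sleeping beauty transposon plasmids encoding activated AKT and NRAS (RAS/AKT). On day 7 the mice received AAV8 carrying miR-22 (miR-22-treated HCC) or a blank AAV8 (untreated HCC), and livers were collected on day 35, 4 weeks after the virus. The paper's methods give the dose as 5 trillion genome copies per kg, whereas the deposited sample descriptions give 1 trillion. It gives the strain as FVB/N, whereas those descriptions name C57BL/6 in one field and FVB/N in another. RNA was sequenced as paired reads from 3 livers per group, with healthy livers of the same strain as the baseline. The authors estimated the reads of each gene with Salmon on GRCm39, summed them per gene with tximport, and deposited these counts as whole numbers without normalization, together with the same counts divided by a DESeq2 size factor per library. In every library, the normalized values multiplied by that factor returned the deposited counts, so the counts alone were tested. They cover 55401 genes, and no gene filter had been applied. The total was 18258660 to 20964551 counts per healthy liver (median 18355692), 18293676 to 23908392 per untreated HCC liver (median 18533265) and 16664659 to 20459853 per miR-22-treated HCC liver (median 17590174). At these depths, the spread between livers exceeded counting error: pairs of livers in the same group differed with a chi-square of 6.59 to 31.1 per degree of freedom, where counting error alone gives a value near 1. Counts were scaled between libraries with edgeR's TMM method, whose factors were 0.865 to 0.872 in healthy livers, 1.12 to 1.22 in untreated HCC and 0.942 to 1.03 in miR-22-treated HCC. Albumin alone took 8.66% to 8.97% of the counts of healthy livers, 5.11% to 5.73% of those of untreated HCC and 6.16% to 6.86% of those of miR-22-treated HCC. All 9 libraries carried Xist transcripts (19294 to 28263 counts) and at most 3 counts on Y-linked genes, as for female mice. Akt1, the mouse gene of the AKT oncogene, had 28823 ± 5333 normalized counts (SD, n = 3) in untreated HCC, 16641 ± 4319 in miR-22-treated HCC and 2039 ± 57.5 in healthy livers, and Nras had 1356 ± 136, 1059 ± 21.2 and 554 ± 29.4. In a principal component analysis, the first component held 75.1% of the variance and placed healthy livers from −98.4 to −94.0, untreated HCC from 58.4 to 81.2 and miR-22-treated HCC between them, from 9.94 to 39.7.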

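Differential expression was tested with edgeR's quasi-likelihood test on the 15717 genes that passed its filter on low counts, with all 9 libraries in a single fit. At a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5, the thresholds of the paper's methods, 6417 genes differed between untreated HCC and healthy livers, 3575 higher and 2842 lower in HCC. Between miR-22-treated and untreated HCC, 2167 genes differed, 1308 higher and 859 lower with miR-22. Of these, 2070 had counts that did not overlap between the groups; over all tested genes, 39.3% did not overlap, where chance gives 10%. The alternative that moved the count of 2167 most tested each fold change against 1.5 itself (edgeR's glmTreat), which left 468 genes, 413 higher and 55 lower. Leaving out each liver in turn gave between 1433 and 2660 genes, the lowest without miR-22-treated replicate 3 (1018 higher and 415 lower). Untreated and miR-22-treated livers carry the same replicate numbers. Across genes, which are not independent replicates, the deviations of same-numbered livers from their group means had a mean correlation of −0.16. For different-numbered livers it was 0.08, which follows from the first value because deviations cancel within a group. A negative value is not a sign of a shared batch, and the labels do not say what the numbers mean. Since a pairing remains possible, values from a fit with the replicate number as a block are given beside many, but not all, values of the comparison of the HCC groups. In that fit, healthy livers are joined to HCC livers by number too. That fit called 1745 genes. The genes with the largest rises in untreated HCC that were present in all 3 HCC livers and did not overlap between groups were Meltf, Bex1, Elfn2, Inava and Tesc, which had no count in any healthy liver and were at least 149.6-, 94.7-, 82.25-, 71.2- and 67.95-fold higher in HCC. The largest falls were those of Gm15375, Gm37273 and H2-M10.6, at or under the counting floor in every untreated HCC liver and at least 40.9-, 17.9- and 14.1-fold lower, and of Hamp2 and Upp2, with log2 fold changes of −7.34 and −6.28. With miR-22 treatment, Ppp1r3g and Gm48199, at the floor in untreated HCC, were at least 119.7- and 34.4-fold higher. Upp2 (ENSMUSG00000026839.17, chromosome 2, 58457282 to 58685857) had 10856 ± 5552 normalized counts (SD, n = 3) in miR-22-treated HCC, 172 ± 93.3 in untreated HCC and 13405 ± 1873 in healthy livers. Its log2 fold change between the HCC groups was 5.97 (standard error 0.483, adjusted p = 2.0e-05, edgeR's quasi-likelihood test), and 5.96 (adjusted p = 0.0013) with the block. Serpina4-ps1 rose by a log2 fold change of 4.80. The value of 4.79 for Dmbt1 rests on miR-22-treated replicate 4, with 2747 normalized counts against 209 and 52.0 in the other treated livers, and it was 1.85 (adjusted p = 0.187, edgeR's quasi-likelihood test) without that liver. With the block it was 3.72 (adjusted p = 0.0564). Without untreated replicate 2 or 3 its adjusted p was 0.0808 and 0.0768, by the same test. Reg3b, Dlk1, Zic5, Has2 and Npas2 had the largest falls with miR-22, with log2 fold changes of −2.80, −2.64, −2.62, −2.56 and −2.47. The first 4 of them had fewer than 60 normalized counts on average in untreated HCC, and each lost its adjusted p under 0.05 in at least 1 other setting. For Zic5 the block was such a setting (−2.76, adjusted p = 0.0582, edgeR's quasi-likelihood test).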

To uncover the pathways altered due to HCC development and the response to miR-22 treatment, RNA sequencing was performed using the livers derived from female HCC mice, followed by gene set enrichment analysis (GSEA) using the Kyoto Encyclopedia of Genes and Genomes (KEGG) gene set. 

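A hand-written list of member genes stood in for each of the 19 pathways with a negative score in the upper panel of Fig. 2A, since the KEGG release behind that panel was not used here. All tested genes were ranked by log2 fold change, and the fgsea package gave each list a normalized enrichment score (NES), negative where its genes lie toward the genes lower in untreated HCC. Of the 19 lists, 17 had a negative score with a Benjamini-Hochberg adjusted p under 0.1, the threshold used here, when healthy livers were the reference. The paper also required a Bonferroni value under 0.1. With the adjustment over the 36 lists tested here, 14 of the 19 lists met it. The paper's adjustment was over its KEGG gene set, so the 2 criteria are not alike. The alternative that moved this count most removed every gene that belongs to more than 1 of the lists: 9 of the 18 lists that remained testable passed, 8 of them among the 17. fgsea draws its p from permuted genes, so it does not reflect the number of livers. fry, limma's rotation test, draws it from the 9 libraries, and there all 19 lists were lower in HCC, with adjusted p from 1.4e-04 to 8.2e-04. However, fry asks whether the genes of a list changed, not whether they changed more than other genes. With so many genes changed in HCC, it passes easily. A list for arachidonic acid metabolism passed fry as lower (adjusted p = 4.2e-04) although its fgsea score was 1.02. For retinol metabolism, 69 of 82 tested genes were lower in HCC and 57 of them were differentially expressed (NES −2.33, fgsea's adjusted p = 6.9e-08). Ugt2b37 (ENSMUSG00000057425.3, chromosome 5, 87388352 to 87402663) had the smallest p on that list. It had 218 ± 17.9 normalized counts (SD, n = 3) in untreated HCC and 1074.5 ± 41.0 in healthy livers, a log2 fold change of −2.30 (standard error 0.105, adjusted p = 1.2e-08, edgeR's quasi-likelihood test). Ugt2b37 belongs to a family of similar genes among which the authors' counting could have split reads, so its value is uncertain, as are those of the Cyp genes. For propanoate metabolism, 29 of 31 genes were lower (NES −2.17, fgsea's adjusted p = 2.6e-05), among them Dbt with a log2 fold change of −1.74. For butanoate metabolism, 21 of 23 genes were lower, Acsm3 with a log2 fold change of −1.71, but the score was not past the threshold (NES −1.29, fgsea's adjusted p = 0.150). It was −1.96 with only genes of at least 10 counts in every library and 0.83, in the other direction, with no filter on low counts. Fatty acid metabolism was not past the threshold either, with 44 of 55 genes lower (NES −1.26, fgsea's adjusted p = 0.106). Scd2 and Elovl7, on that list, were higher in HCC, with log2 fold changes of 5.81 and 5.56. Steroid hormone biosynthesis had a score of −2.25 (fgsea's adjusted p = 2.7e-07), peroxisome −2.35 (7.1e-08) and tryptophan metabolism −1.84 (0.00156). Pxmp2 on the peroxisome list and Afmid on the tryptophan list had log2 fold changes of −2.05 and −3.01. The members with the smallest p on the tryptophan and steroid hormone lists, Cyp1b1 and Akr1c18, rose instead, by 6.24 and 8.32. Among sugar and related pathways, glyoxylate and dicarboxylate metabolism scored −2.14, pentose and glucuronate interconversions −1.93, and ascorbate and aldarate metabolism −1.82. For amino acids, the lists of tyrosine metabolism, valine, leucine and isoleucine degradation, beta-alanine metabolism, and cysteine and methionine metabolism scored −1.94, −1.86, −1.55 and −1.49. With the genes shared between lists removed, 6 scores turned positive without passing the threshold: retinol metabolism (1.004), steroid hormone biosynthesis (0.94), chemical carcinogenesis (0.94), linoleic acid metabolism (1.37), fatty acid metabolism (1.08), and cysteine and methionine metabolism (0.82). Steroid biosynthesis (NES −1.86, fgsea's adjusted p = 0.00531) was not past the threshold without any one healthy liver or without untreated HCC replicate 2 or 3, with scores from −1.11 to −0.996, or with no filter on low counts (−0.91).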

Compared with healthy livers, downregulated pathways found in HCC were related to the metabolism of retinol (RA), propanoate and butanoate (SCFAs), fatty acids, steroid hormones (BAs), peroxisomes (functions of BA), tryptophan, sugar, and amino acids. Among these, many are miR-22 inducers (pathways in parentheses). 

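Between miR-22-treated and untreated HCC, the scores of the 19 metabolic lists were positive, and each passed the threshold except beta-alanine metabolism (NES 1.35, fgsea's adjusted p = 0.114, or 1.33 and 0.123 with the replicate block). The paper reports a lower tumor load with miR-22, so every comparison of the HCC groups sets livers with different amounts of tumor side by side. Lower in untreated HCC than in healthy livers and higher again with miR-22 were 16 of the 19 lists, or the fit with the block gave 17, fry gave 19, a Bonferroni adjustment gave 13, and removing the genes shared between lists gave 8 of 18, of which 7 were among the 16. With no filter on low counts there were 12 such lists, and with the nearest Reactome sets 11. With fry, the adjusted p of the 19 lists for the rise with miR-22 lay between 0.00625 and 0.0575. Steroid hormone biosynthesis had a score of 2.53 (fgsea's adjusted p = 3.6e-13, or 2.54 and 1.4e-13 with the block), with 67 of 77 genes higher after treatment and 49 of them differentially expressed. Cyp2b10 on that list, a member of a family of similar genes and therefore uncertain, had a log2 fold change of 3.11 (3.06 with the block). For peroxisome the score was 2.14 (fgsea's adjusted p = 1.9e-06, or 2.16 and 8.9e-07 with the block), with 68 of 79 genes higher. Glyoxylate and dicarboxylate metabolism, pentose and glucuronate interconversions, and ascorbate and aldarate metabolism scored 1.896, 2.03 and 1.94, and with the block 1.91, 2.02 and 1.95. The first of these was not past the threshold with shared genes removed (1.31, fgsea's adjusted p = 0.204). The scores of valine, leucine and isoleucine degradation and of tyrosine metabolism were 1.99 and 1.96 (2.00 and 1.96 with the block). Tyrosine metabolism was not past the threshold with no filter on low counts (1.35, fgsea's adjusted p = 0.127). Fatty acid metabolism scored 1.59 (fgsea's adjusted p = 0.0116, or 1.61 with the block), with 48 of 55 genes higher but 7 of them differentially expressed. It was not past the threshold with no filter on low counts (0.97), with shared genes removed (0.84) or with the nearest Reactome set (0.99). Linoleic acid metabolism scored 2.12 (2.13 with the block) and turned to −1.18 with shared genes removed.

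**Figure D1:**
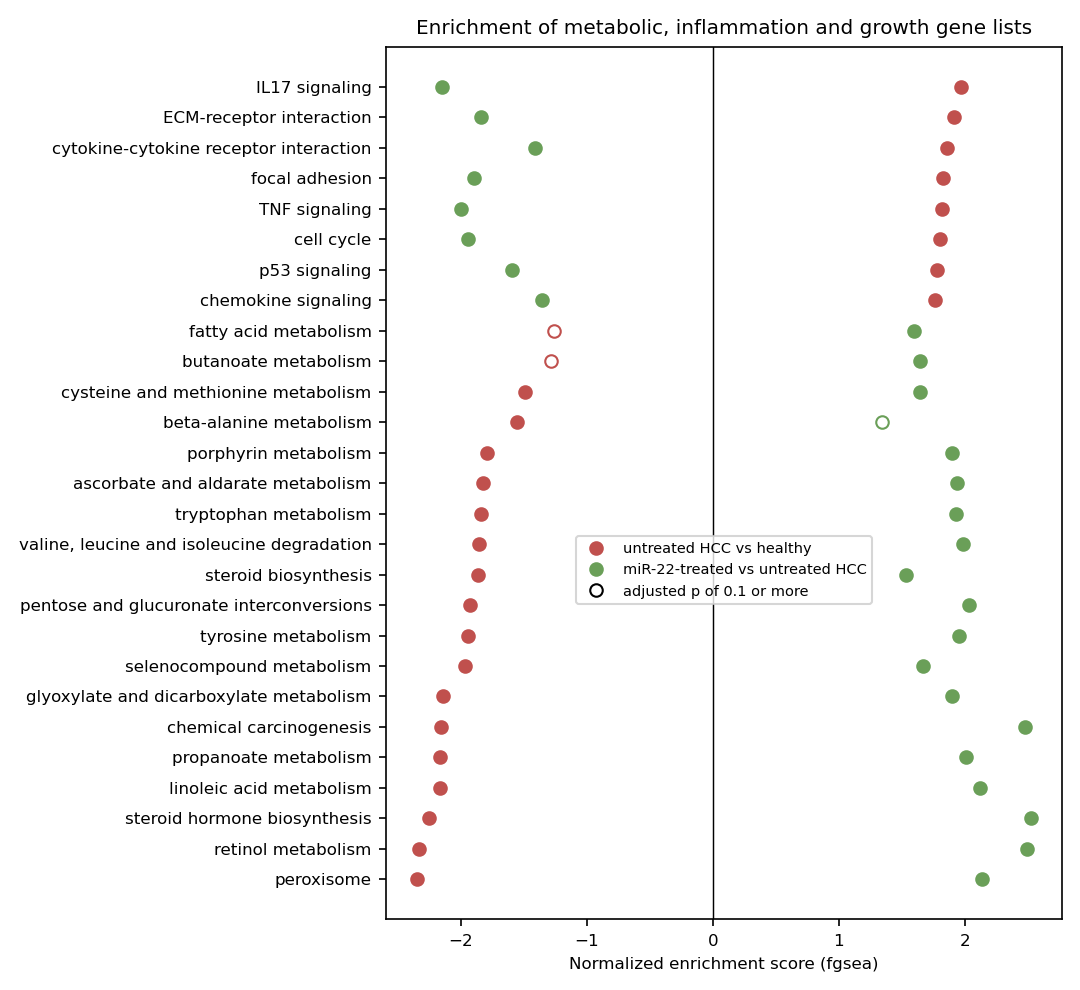
Normalized enrichment score from fgsea (horizontal axis, no unit) of the 19 metabolic lists and of 8 inflammation and growth lists (vertical axis), red for untreated HCC against healthy livers and green for miR-22-treated against untreated HCC; open circles mark an adjusted p of 0.1 or more. The open circles are fatty acid and butanoate metabolism in the first comparison and beta-alanine metabolism (1.35) in the second.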

Importantly, miR-22 treatment induced 14 of the 19 downregulated pathways (Figure 2A).

**Figure 2:**
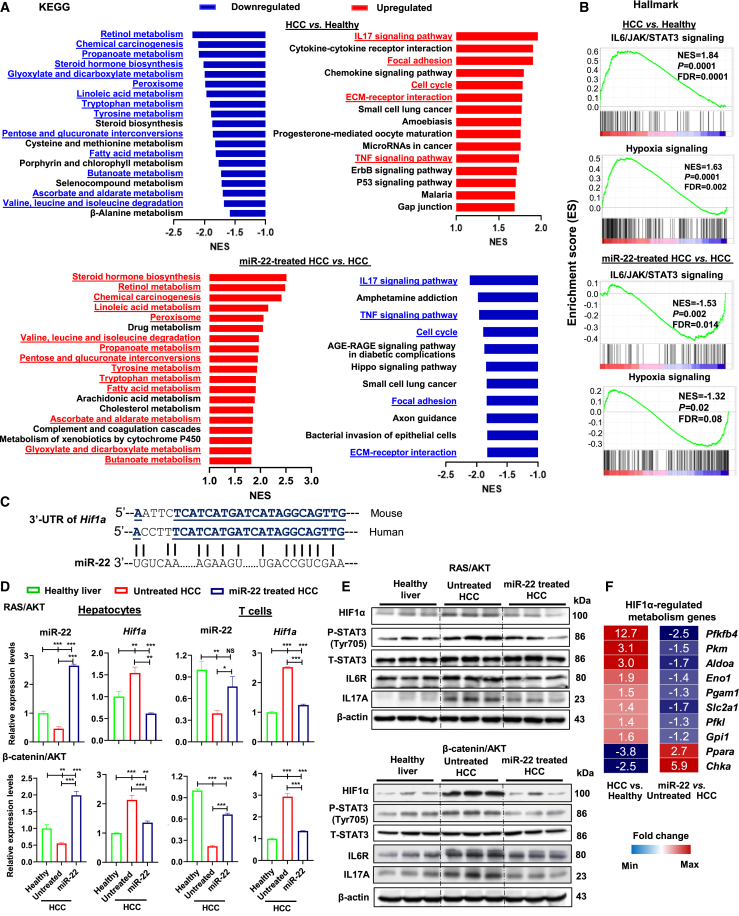
miR-22 treatment restores metabolic programs and reduces inflammatory signaling accompanied by reduced HIF1α expression in the liver, hepatocytes, and T cells (A) Pathways enriched due to HCC formation or miR-22 treatment revealed by GSEA based on KEGG gene sets. miR-22-reversed pathways are underlined and highlighted in red (upregulated) or blue (downregulated). NES, normalized enrichment score. (B) Enriched IL6/JAK/STAT3 and hypoxia signaling by comparing HCC vs. healthy livers or miR-22 treated vs. untreated HCC as demonstrated by GSEA based on hallmark gene sets. (C) Human and mouse miR-22 have conserved sequences, which partially pair with the 3′ UTR of the human and mouse *Hif1a* gene. (D) The level of miR-22 and HIF1α in hepatocytes and T cells isolated from livers of healthy, HCC, and miR-22-treated HCC mice (n = 3). (E) The levels of indicated proteins in the HIF1α/IL6/STAT3/IL17 axis were determined by western blot (n = 3). (F) The fold changes of HIF1α-regulated metabolism-related genes are shown in the heatmap based on RNA-seq data. Data represent mean ± SD. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001 by one-way ANOVA (D).

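Lists written for IL17 signaling, cytokine-cytokine receptor interaction, ECM-receptor interaction and chemokine signaling had positive scores when untreated HCC was compared with healthy livers, each past the threshold with fgsea and with fry. IL17 signaling scored 1.97 (fgsea's adjusted p = 2.7e-07, fry's 6.9e-05), with 49 of 69 tested genes higher in HCC, 30 of them differentially expressed. Lcn2 (ENSMUSG00000026822.14, chromosome 2, 32274645 to 32278264), the member with the smallest p, had 33961 ± 8516 normalized counts (SD, n = 3) in untreated HCC against 97.1 ± 37.5 in healthy livers, a log2 fold change of 8.46 (standard error 0.355, adjusted p = 6.6e-09, edgeR's quasi-likelihood test). Ccl20, at or under the floor in every healthy liver, was at least 28.05-fold higher, and Ccl2 had a log2 fold change of 5.29. The transcripts of the cytokines themselves were near the limit of detection. Il17a and Il22 had 0 counts in all 9 libraries, Il17f had 1 count in total, and Il6 had 15 with at most 3 in any library, so whether they changed could not be tested at this depth. For cytokine-cytokine receptor interaction the score was 1.86 (fgsea's adjusted p = 7.9e-08), with 100 of 149 genes higher, among them Tnfrsf12a with a log2 fold change of 4.55. ECM-receptor interaction scored 1.92 (fgsea's adjusted p = 2.0e-06), with 55 of 70 genes higher. Col1a1 (ENSMUSG00000001506.10, chromosome 11, 94827050 to 94843868) had 3733.5 ± 485 normalized counts (SD, n = 3) in untreated HCC and 112 ± 15.8 in healthy livers, a log2 fold change of 5.06 (standard error 0.2002, adjusted p = 4.8e-09, edgeR's quasi-likelihood test). Chemokine signaling scored 1.76 (fgsea's adjusted p = 9.9e-07), with 109 of 152 genes higher, and Pak1 on that list rose by a log2 fold change of 4.12. With the genes shared between these lists removed, ECM-receptor interaction (1.35, fgsea's adjusted p = 0.141) and chemokine signaling (1.27, 0.149) were not past the threshold. IL17 signaling was not past it with the nearest Reactome set, TRIF-mediated TLR3 TLR4 signaling, in place of the written list (1.23, 0.2002). Of the 74 genes of that set, 24 are on the list, so it tests the list weakly.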

The upregulated pathways in HCC were related to inflammation, including IL17 signaling, cytokine-cytokine receptor interaction, extracellular matrix (ECM)-receptor interaction, and chemokine signaling. 

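The cell cycle list scored 1.801 in untreated HCC against healthy livers (fgsea's adjusted p = 2.3e-06), with 87 of 120 tested genes higher and 54 of them differentially expressed. Its members with the smallest p were Cdkn1a, Ccna2 and Cdc20, with log2 fold changes of 6.21, 4.72 and 4.41. Cdkn1a (ENSMUSG00000023067.14, chromosome 17, 29309936 to 29319701) had 1959 ± 325 normalized counts (SD, n = 3) in untreated HCC and 25.9 ± 11.6 in healthy livers (standard error of the log2 fold change 0.311, adjusted p = 2.2e-08, edgeR's quasi-likelihood test). For p53 signaling the score was 1.78 (fgsea's adjusted p = 5.8e-05), with 46 of 66 genes higher. With the nearest Reactome set, Intrinsic Pathway for Apoptosis, it was 1.12 (0.391), but only 11 of the 32 genes of that set are on the p53 list. Thbs1 on that list had a log2 fold change of 5.86. Focal adhesion scored 1.83 (fgsea's adjusted p = 7.9e-08), with 133 of 179 genes higher, Itga6 by a log2 fold change of 3.50 and Col4a1 by 3.13. The rotation test fry gave these 3 lists adjusted p of 1.4e-04, 1.4e-04 and 4.3e-05. All 8 lists written for inflammation and growth, including TNF signaling (1.82), were higher in untreated HCC. That count stayed at 8 in each fit without one liver and fell to 5 with the nearest Reactome sets.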

Additionally, cell cycle, p53 signaling, and focal adhesion pathways were upregulated in HCC. In contrast, miR-22 treatment reduced IL17 signaling, TNF signaling, cell cycle, and ECM-receptor interaction (blue, Figure 2A, lower panel). 

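When miR-22-treated HCC was compared with untreated HCC, all 8 inflammation and growth lists had negative scores past the threshold with fgsea; fry and camera, 2 tests of the limma package, placed 7 of them past it, with a Bonferroni adjustment 5 remained, and with shared genes removed 4 remained of those 8. IL17 signaling scored −2.15 (fgsea's adjusted p = 8.2e-06, or −2.17 and 3.1e-06 with the replicate block, fry's adjusted p 0.0114), with 47 of 69 genes lower after treatment, 9 of them differentially expressed. Of its members with the smallest p, Cxcl3 (ENSMUSG00000029379.10, chromosome 5, 90933962 to 90937459) fell from 110.2 ± 19.6 to 36.4 ± 13.5 normalized counts (SD, n = 3), a log2 fold change of −1.58 (standard error 0.308, adjusted p = 0.0049, edgeR's quasi-likelihood test, or −1.62 and 0.0145 with the block). Traf3 had a log2 fold change of −0.64, whereas Cebpb rose by 1.07. For Ccl20 and S100a8, on the same list, the log2 fold changes were −0.24 and 0.20 (adjusted p = 0.565 and 0.766, edgeR's quasi-likelihood test), within the spread between livers. TNF signaling scored −2.001 (fgsea's adjusted p = 8.2e-06, or −2.02 with the block, fry's 0.0249), with 63 of 98 genes lower, Mmp14 by a log2 fold change of −0.85 and Pik3r3 by −1.12. For the cell cycle list, 88 of 120 genes were lower (NES −1.95, fgsea's adjusted p = 7.3e-06, or −1.93 with the block, fry's 0.0298), but the nearest Reactome set scored −1.19 (0.160), not past the threshold. Ccnd1 (ENSMUSG00000070348.5, chromosome 7, 144483668 to 144493662) went from 6352 ± 605 to 3197 ± 441 normalized counts (SD, n = 3), a log2 fold change of −0.99 (standard error 0.125, adjusted p = 3.3e-04, edgeR's quasi-likelihood test, or −0.99 and 0.00619 with the block). The score of ECM-receptor interaction was −1.84 (fgsea's adjusted p = 4.1e-04, or −1.82 with the block, fry's 0.0114), with 45 of 70 genes lower, and −0.88 (0.618) with shared genes removed. Thbs1 and Col4a1 on that list fell, with log2 fold changes of −1.47 and −0.81, and Sdc4 rose by 1.52. Focal adhesion scored −1.90 (fgsea's adjusted p = 3.3e-06, or −1.91 with the block). The scores of p53 signaling, cytokine-cytokine receptor interaction and chemokine signaling were nearer 0, at −1.59, −1.41 and −1.35 (−1.57, −1.41 and −1.35 with the block), and none was past the threshold with the nearest Reactome set (−0.82, −1.05 and −1.075). Cytokine-cytokine receptor interaction had an adjusted p of 0.175 with fry and 0.128 with camera, and its score turned to 0.91 when only genes with at least 10 counts in every library were kept.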

Increased IL17 signaling in HCC was accompanied by enriched IL6/JAK/STAT3, crucial for IL17 transcription and Th17 differentiation (Figure 2B). 

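The IL6/JAK/STAT3 list scored 1.81 in untreated HCC against healthy livers (fgsea's adjusted p = 1.9e-05, fry's 1.3e-04), with 64 of 80 tested genes higher and 39 of them differentially expressed. Its members with the smallest p were Tnfrsf12a, Cd9 and Cd14; Cd9 and Cd14 had log2 fold changes of 2.91 and 5.57 (adjusted p = 1.3e-08 and 1.6e-08, edgeR's quasi-likelihood test). Stat3 itself (ENSMUSG00000004040.16, chromosome 11, 100775924 to 100830450) had 3215 ± 59.4 normalized counts (SD, n = 3) in untreated HCC and 2533 ± 202 in healthy livers, a log2 fold change of 0.34 (standard error 0.0955, adjusted p = 0.00807, edgeR's quasi-likelihood test); with each liver left out in turn, the adjusted p reached 0.0575. With miR-22 treatment, 57 of the 80 genes were lower, 11 of them differentially expressed, and the score was −1.67 (fgsea's adjusted p = 0.00108, or −1.69 and 8.9e-04 with the replicate block, fry's 0.0727). It was −0.96 (fgsea's adjusted p = 0.612) with no filter on low counts. The nearest Reactome set, Cytokine Signaling in Immune system, scored 1.02 in the first comparison and 0.83, in the other direction, in the second. Of its 201 genes, 27 are on the list, so it tests the list weakly. Tnfrsf12a had a log2 fold change of −0.99 (−1.01 with the block), whereas Il15ra and Fas rose by 0.84 and 0.57 (0.85 and 0.57 with the block).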

Increased hypoxia signaling observed in HCC was also inhibited by miR-22 treatment (Figure 2B). 

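The hypoxia list scored 1.59 in untreated HCC against healthy livers (fgsea's adjusted p = 7.2e-05, fry's 4.3e-05), with 117 of 183 tested genes higher, 80 of them differentially expressed, and 31 genes differentially expressed in the other direction. Gpc3, Anxa2 and Pfkp, its members with the smallest p, had log2 fold changes of 6.55, 4.05 and 3.30. In miR-22-treated against untreated HCC the score was −1.23 (fgsea's adjusted p = 0.0559, or −1.25 and 0.0502 with the replicate block), past the threshold of 0.1 but not with fry (0.153) or camera (0.157). The unadjusted p of that score was 0.0512, too large for the Bonferroni value under 0.1 that the paper also required. Of the 183 genes, 108 were lower with miR-22 and 75 higher, and 28 were differentially expressed lower against 23 higher. The members with the smallest p rose: Pck1 (ENSMUSG00000027513.11, chromosome 2, 172994744 to 173001066) went from 7196 ± 2312 to 47934 ± 11440 normalized counts (SD, n = 3), a log2 fold change of 2.74 (standard error 0.225, adjusted p = 2.0e-05, edgeR's quasi-likelihood test, or 2.76 and 0.00131 with the block), and Sdc4 and Klhl24 followed. The direction was not stable: the score was 1.11 (fgsea's adjusted p = 0.271) with only genes of at least 10 counts in every library and 0.86 (0.764) without untreated HCC replicate 3. The other way, it was −1.34 (0.00778) with genes ranked by signed −log10 p and −2.58 (2.9e-04) with unweighted scores. Leaving out untreated HCC replicate 2 or miR-22-treated replicate 2 gave −1.13 and −1.12, not past the threshold. The nearest Reactome set, Metabolism of carbohydrates, was not past it in HCC (1.17, fgsea's adjusted p = 0.2002) or with miR-22 (−0.89, 0.851). Of its 221 genes, 51 are on the list, so it tests the list weakly.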

Overall, miR-22 treatment improved metabolism, inhibited inflammation, and reduced hypoxia signaling.

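To relate the response to miR-22 to the changes in HCC without sharing libraries between them, genes were called between 2 of the untreated HCC livers and the healthy livers, and the miR-22-treated livers were then compared with the third untreated liver. With untreated replicates 2, 3 and 4 held out in turn, 6081, 6062 and 6587 genes were called, and 93.0%, 90.8% and 85.4% of them lay on the opposite side of the held-out liver in miR-22-treated HCC, a mean of 89.8%. A single held-out liver can move many genes together, and a split that mixed the HCC groups also gave 81.6%, so this share alone does not establish an effect of miR-22. Of the 2167 genes differentially expressed between the HCC groups, 2005 moved opposite to a differential expression in HCC, 9 moved in the same direction and 153 were not differentially expressed in HCC. Both of these comparisons use the same untreated HCC livers, whose noise alone pushes the changes to opposite sides. From the pathways that changed in HCC and moved the other way with treatment (Fig. 2A), and from the hallmark gene sets for IL6/JAK/STAT3 and hypoxia signaling (Fig. 2B), the paper concludes that miR-22 improved metabolism and inhibited both inflammation and hypoxia signaling.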

### Hepatocytes and T cells isolated from HCC have reduced miR-22 and increased HIF1α, which are reversed by miR-22 treatment

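Mouse Hif1a (ENSMUSG00000021109.13) lies on the plus strand of chromosome 12 of GRCm39, from 73948149 to 73996321. The 27 bases drawn for the mouse in Fig. 2C, AATTCTCATCATGATCATAGGCAGTTG, occur in its 3′ UTR from 73992875 to 73992901, in exon 15 of the 15 exons of the transcript ENSMUST00000021530.9 in GENCODE M39. That 3′ UTR runs from 73992478 to 73996321, 3844 bases, and the site takes positions 398 to 424 of it. The 30 bases before it are ATGCCAATATAATTTTTTAAGAAAGCAGTA and the 30 bases after it AAAACTTTTTACTCATTTTTTTCATGTTTT. miR-22-3p, AAGCUGCCAGUUGAAGAACUGU, has 22 bases; the 7 bases that pair with its positions 2 to 8, the seed, are GGCAGCT. At the end of the site, from 73992894 to 73992900, stands GGCAGTT, which differs from that match by C6T, counted from 1 at the 5′ end of the 7 bases, and matches it at the other 6. No full match of 7 or 8 bases to the seed occurs in the 3′ UTR. In the same livers, Hif1a had 1344 ± 53.7 normalized counts (SD, n = 3) in healthy livers, 2012.5 ± 214 in untreated HCC and 1849 ± 61.3 in miR-22-treated HCC. Its log2 fold change in untreated HCC was 0.58 (standard error 0.0919, adjusted p = 1.5e-04, edgeR's quasi-likelihood test) and stayed between 0.52 and 0.66 with each liver left out in turn. With miR-22 treatment it was −0.12 (standard error 0.0912, adjusted p = 0.367, edgeR's quasi-likelihood test, or −0.12 and 0.427 with the replicate block), less than the spread between the untreated HCC livers.

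**Figure D2:**
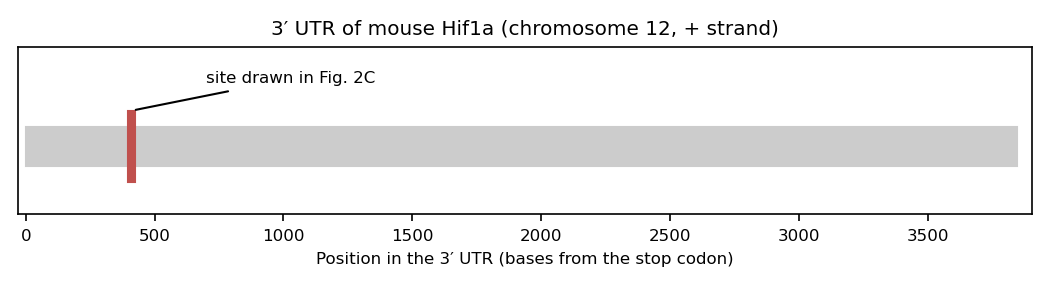
Map of the 3′ UTR of mouse Hif1a (grey bar; horizontal axis, bases counted from the stop codon) with the site drawn in Fig. 2C (red). The site lies at bases 398 to 424 of 3844.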

Hypoxia induces HIF1α, a master transcription factor that regulates metabolism and inflammation.^39^^,^^40^ HIF1α is an miR-22 target^41^; an miR-22 homolog motif is shown in the 3′ untranslated region (3′ UTR) of the *Hif1a* gene (Figure 2C). Thus, the expression levels of miR-22 and HIF1α were quantified in the liver, as well as in isolated hepatocytes and T cells, using western blotting or RT-PCR, respectively. The purity of isolated cells was validated by the expression of cell-type-specific markers (Figure S2). In both HCC hepatocytes and T cells, reduced miR-22 and increased *Hif1a* expression were observed. miR-22 treatment reversed the expression pattern found in both the RAS/AKT- and β-catenin/AKT models (Figure 2D). Taken together, miR-22 treatment impacted both hepatocytes and T cells.

Western blotting validated these findings at the protein level. In both RAS/AKT- and β-catenin/AKT HCC models, untreated HCC had increased HIF1α, activated STAT3, and increased inflammatory signaling of IL6R and IL17A, which were all reduced by miR-22 (Figure 2E).

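For Pfkfb4, Pkm, Aldoa, Eno1, Pgam1, Slc2a1, Pfkl, Gpi1, Ppara and Chka, the 10 genes of Fig. 2F, 9 changed in the direction drawn in that figure with an adjusted p under 0.05 between untreated HCC and healthy livers, and 7 between miR-22-treated and untreated HCC, by edgeR's quasi-likelihood test with adjustment over all tested genes. Adjusted over the 10 genes alone, the counts were 9 and 9. The second count ranged from 5 to 9 with each liver left out in turn and was 6 with the replicate block and 9 with DESeq2's Wald test. In both comparisons, Chka is the gene that moved against the figure. A list of 25 genes of the glycolytic pathway scored 1.14 in untreated HCC (fgsea's adjusted p = 0.339), with 15 genes higher and 10 of them differentially expressed; it passed the threshold with fry (adjusted p = 1.5e-04) and camera (0.0306). Pfkp, which is not among the genes of Fig. 2F, was the member with the smallest p, with 758 ± 86.4 normalized counts (SD, n = 3) in untreated HCC against 76.8 ± 6.69 in healthy livers.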

HIF1α has known metabolic roles, and the expression of HIF1α-regulated metabolic genes was altered due to HCC development and the response to miR-22 treatment. HCC increased the expression of glycolysis-related genes including *Pfkfb4*, *Pkm*, *Aldoa*, *Eno1*, *Pgam1*, *Slc2a1*, *Pfkl*, and *Gpi1*.^42^ 

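The largest of these rises was that of Pfkfb4 (ENSMUSG00000025648.18, chromosome 9, 108820832 to 108862847), from 36.4 ± 12.8 normalized counts (SD, n = 3) in healthy livers to 461 ± 155 in untreated HCC, a log2 fold change of 3.66 (standard error 0.285, adjusted p = 4.7e-07, edgeR's quasi-likelihood test). Pkm (chromosome 9, 59563364 to 59586663) rose from 436 ± 44.2 to 1343 ± 204 and Aldoa (chromosome 7, 126393822 to 126399923) from 1333 ± 148 to 3946 ± 444, log2 fold changes of 1.62 and 1.57 (adjusted p = 8.1e-07 and 1.3e-06, edgeR's quasi-likelihood test). Eno1 rose from 7217 ± 847 to 13612 ± 1455, with a log2 fold change of 0.92 (adjusted p = 2.1e-04, edgeR's quasi-likelihood test). Its near-identical copy Eno1b had 1998 raw counts per library on average against 10700 for Eno1, and the authors' counting could have split reads between them, so the values of Eno1 are uncertain. Smaller rises, in units of log2 fold change, were those of Gpi1 (0.69), Pgam1 (0.57), Pfkl (0.50) and Slc2a1 (0.46), with adjusted p from 6.2e-05 to 0.0166 by edgeR's quasi-likelihood test. Slc2a1 went from 288 ± 33.6 to 398 ± 58.4 normalized counts (SD, n = 3), and its adjusted p was 0.0846 without healthy liver replicate 3 and 0.0767 without untreated HCC replicate 3. For the other 7 genes, every fit without one liver kept the adjusted p under 0.05.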

Whereas, two known HIF1α-suppressed lipid metabolism-related genes, *Ppara* (fatty acid oxidation) and *Chka* (phospholipid synthesis), were reduced in HCC livers.^43^^,^^44^ Upon miR-22 treatment, these changes were reversed (Figure 2F).

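Ppara (ENSMUSG00000022383.13, chromosome 15, 85618656 to 85687067) had 3868 ± 450 normalized counts (SD, n = 3) in healthy livers, 1024.5 ± 205.5 in untreated HCC and 2781 ± 490 in miR-22-treated HCC. Its log2 fold change was −1.92 in HCC (standard error 0.160, adjusted p = 8.3e-07, edgeR's quasi-likelihood test) and 1.44 with miR-22 (standard error 0.158, adjusted p = 1.6e-04, edgeR's quasi-likelihood test, or 1.45 and 0.00471 with the replicate block). Chka (ENSMUSG00000024843.15, chromosome 19, 3901743 to 3944381) was higher in every untreated HCC liver than in any healthy liver, with 4470.4 ± 965 normalized counts (SD, n = 3) against 754 ± 86.2, and miR-22-treated HCC had 1848.5 ± 423. Its log2 fold change was 2.57 in HCC (standard error 0.182, adjusted p = 2.3e-07, edgeR's quasi-likelihood test), from 2.38 to 2.66 with each liver left out, and −1.27 with miR-22 (standard error 0.173, adjusted p = 5.2e-04, edgeR's quasi-likelihood test, or −1.29 and 0.0076 with the block), from −1.48 to −1.08. Of the glycolysis genes, the largest fall with miR-22 was that of Pfkfb4, to 191 ± 31.2 normalized counts (SD, n = 3), a log2 fold change of −1.27 (adjusted p = 0.00266, edgeR's quasi-likelihood test, or −1.23 and 0.015 with the block). Aldoa, Slc2a1 and Pgam1 fell too, with log2 fold changes of −0.76, −0.75 and −0.37 (adjusted p = 0.00199, 0.00373 and 0.00593, edgeR's quasi-likelihood test, or 0.0161, 0.0172 and 0.0293 with the block). Pkm fell by 0.53 on the log2 scale (adjusted p = 0.0117, edgeR's quasi-likelihood test, or 0.0489 with the block), with an adjusted p of up to 0.0586 when one liver was left out. Pfkl had a log2 fold change of −0.32 (adjusted p = 0.0375, edgeR's quasi-likelihood test) and was not past 0.05 with the block (0.0868) or without untreated replicate 2 or 3 or miR-22-treated replicate 2 or 3. For Eno1 and Gpi1 the log2 fold changes were −0.43 and −0.29 (adjusted p = 0.0544 and 0.0586, edgeR's quasi-likelihood test, or 0.106 and 0.138 with the block); DESeq2's Wald test gave 0.0145 and 0.0143.

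**Figure D3:**
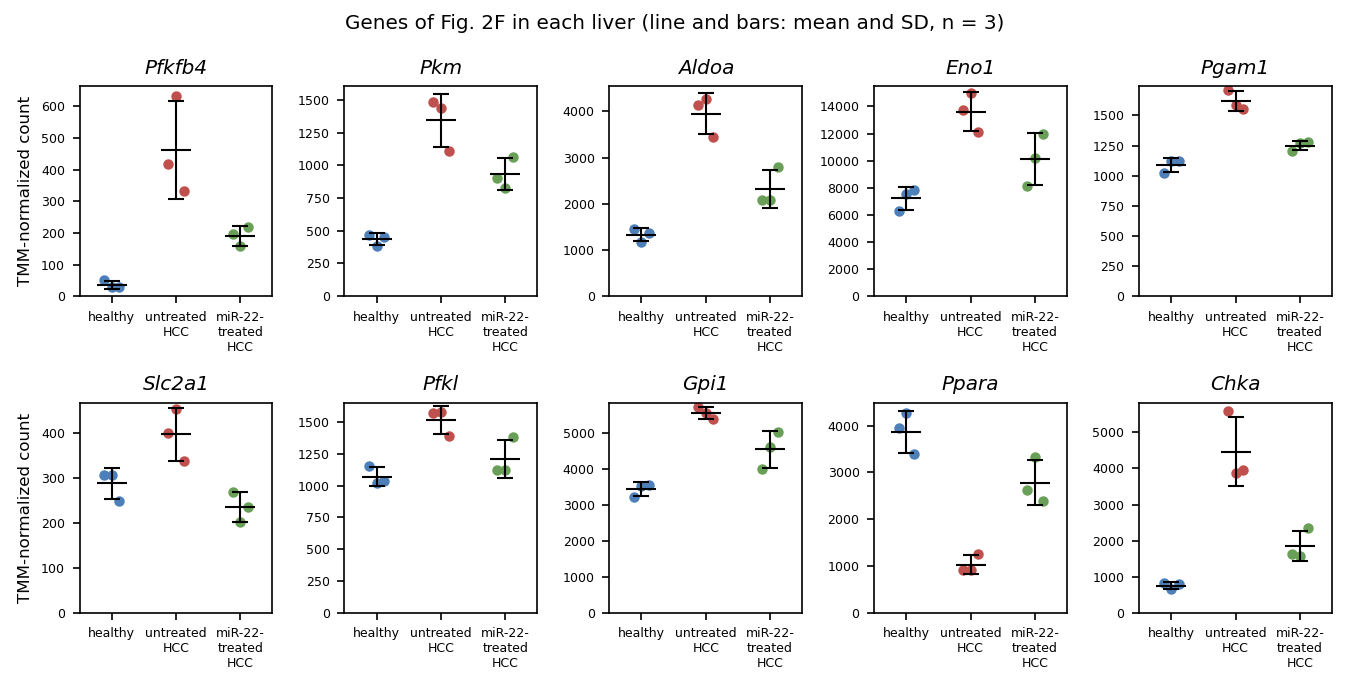
TMM-normalized count (vertical axis, from 0) of each of the 10 genes in every liver, with the mean and SD of the 3 livers per group. Ppara is lowest and Chka highest in untreated HCC, where Chka reaches a mean of 4470.4 against 754 in healthy livers.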

### The anti-HCC effect of miR-22 is cytotoxic T cell dependent

Hypoxia and HIF1α can induce tumor cells to become resistant to cytotoxic T cells.^45^ Flow cytometry was performed to investigate the contribution of cytotoxic T cells to the anti-HCC effect of miR-22. Treatment with miR-22 increased CD8^+^IFNγ^+^/CD8^+^CD107A^+^ T cells, indicating activation of cytotoxic CD8^+^ T cells (Figure 3A). In parallel, miR-22 increased CD8^+^ effector memory T cells, which are known to enhance the therapeutic effects of anti-PD-1 in head and neck cancers (Figure 3A).^46^ CD8 blockade was then performed (Figure 3B). While anti-CD8 antibody did not affect the L/B ratio and tumor development, CD8 blockade inhibited the anti-HCC effects of miR-22 (Figures 3C and 3D). Flow cytometric analysis confirmed that the anti-CD8 antibody significantly reduced the number of CD8^+^ T cells in the liver (Figures 3E and S3).

**Figure 3:**
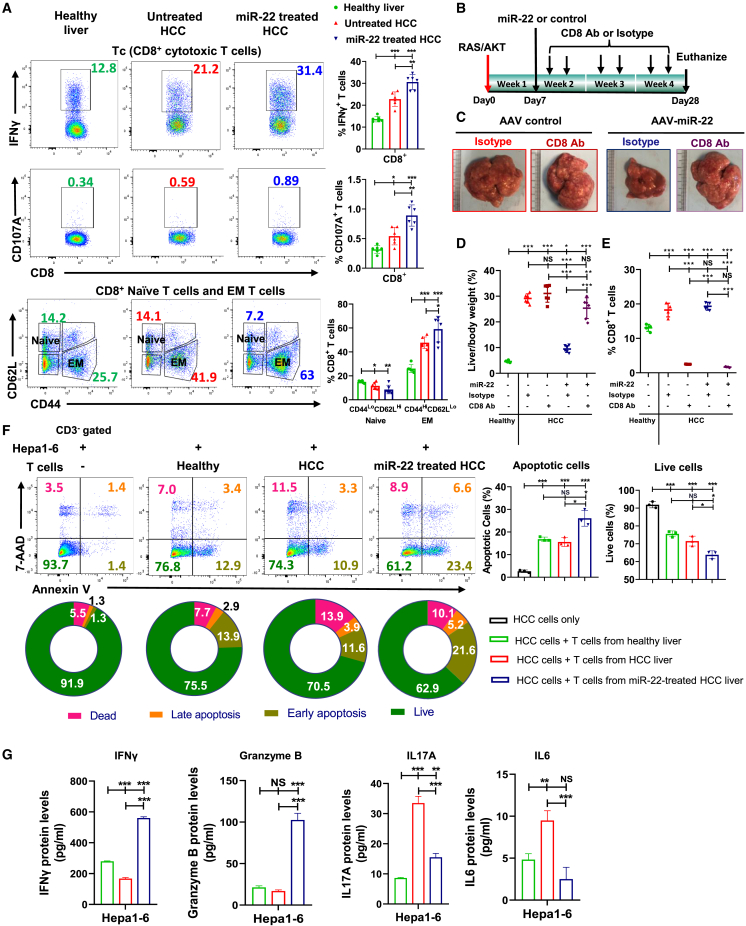
The anti-HCC effect of miR-22 is cytotoxic T cell dependent, and miR-22 activates cytotoxic T cells to induce apoptosis of HCC cells (A) Representative flow cytometry plots and percentage of CD8^+^IFNγ^+^, CD8^+^CD107A^+^, and CD8^+^ naive and EM T cells. Hepatic lymphocytes were isolated from livers of healthy, HCC, and miR-22-treated HCC mice followed by flow cytometry. (n = 6). (B) Study design of anti-CD8 antibody blockade. (C) Representative liver morphology, (D) L/B ratio (n = 6), and (E) percentage of CD8^+^ T cells measured by flow cytometry in studied groups (n = 4). (F) Representative flow cytometry plots of Annexin V/7-AAD staining and apoptosis rates of mouse HCC Hepa1-6 cells co-cultured with hepatic T cells. Hepatic-isolated T cells from healthy livers, HCC, and miR-22-treated HCC were co-cultured with Hepa1-6 at a 1:1 ratio for 36 h. (G) The concentrations of IFNγ, granzyme B, IL17A, and IL6, and in the supernatant were quantified by ELISA. Data are representative of two independent experiments (F and G). Data represent mean ± SD. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001 by one-way ANOVA (A, D, E, F, and G).

### miR-22 activates cytotoxic T cells and induces apoptosis of HCC cells

The essential role of cytotoxic CD8^+^ T cells in miR-22 treatment was further examined. T cells isolated from livers of healthy, HCC, and miR-22-treated HCC mice were co-cultured with mouse Hepa1-6 HCC cells for 36 h, followed by an apoptosis assay. The data showed that T cells from miR-22-treated mice induced the highest apoptotic rate (Figure 3F), and the culture supernatant also had the highest levels of IFNγ and granzyme B. Compared with healthy controls, HCC T cells produced elevated levels of IL17A and IL6, which were reduced by miR-22 treatment (Figure 3G).

### miR-22 increases RA and reduces Th17/Treg signaling in hepatic T cells

We have previously shown that RA via RARβ induces miR-22, which in turn induces RARβ by silencing HDCAs. Thus, RARβ is involved in both upstream and downstream signaling of miR-22.^20^ This positive regulatory loop ensures sustained RARβ expression. RA, via RARβ, has profound effects on the inhibition of Th17 cell differentiation.^47^ 

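In the liver RNA sequencing of the RAS/AKT model, the retinol metabolism list scored 2.49 in miR-22-treated against untreated HCC (fgsea's adjusted p = 5.0e-13, or 2.53 and 1.6e-13 with the replicate block, fry's adjusted p 0.00625). Of its 82 tested genes, 73 were higher with miR-22 and 48 of these were differentially expressed, with a median log2 fold change of 0.77. Cyp3a13 (ENSMUSG00000029727.7, chromosome 5, 137891193 to 137919882) went from 395 ± 58.3 to 1254 ± 183 normalized counts (SD, n = 3), a log2 fold change of 1.67 (standard error 0.138, adjusted p = 2.0e-05, edgeR's quasi-likelihood test, or 1.67 and 9.2e-04 with the block). Adh7 (ENSMUSG00000055301.8, chromosome 3, 137923521 to 137939938) rose from 218 ± 29.8 to 635 ± 42.2, a log2 fold change of 1.54 (standard error 0.182, adjusted p = 2.2e-04, edgeR's quasi-likelihood test, or 1.54 and 9.9e-04 with the block). For Ugt2b37 the log2 fold change was 1.24 (1.24 with the block). Cyp3a13 and Ugt2b37 belong to families of similar genes among which reads could have been split, so their values are uncertain.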

Hepatic transcriptomics revealed an improved retinol metabolism in response to miR-22 treatment. Therefore, we investigated RA signaling in hepatic T cells.

Consistent with the bulk liver transcriptomic data, RA signaling was reduced in HCC T cells, which was reversed by miR-22 treatment. This was evident by the induction of genes encoding RARβ, as well as RA oxidation enzymes CYP26A1 and CYP26B1. Moreover, miR-22-treated T cells showed increased expression of RA-regulated genes that control immunity,^48^ including the gut-homing genes *Itga4*, *Itgb7*, *Ccr9*, *Ccl25*, and *Madcam1.* Other miR-22-induced RA signaling genes, *Ifih1* and *Dhx58,* can recruit T cells to inflammation sites and enhance CD8^+^ T cell survival (Figure 4A).^49^

**Figure 4:**
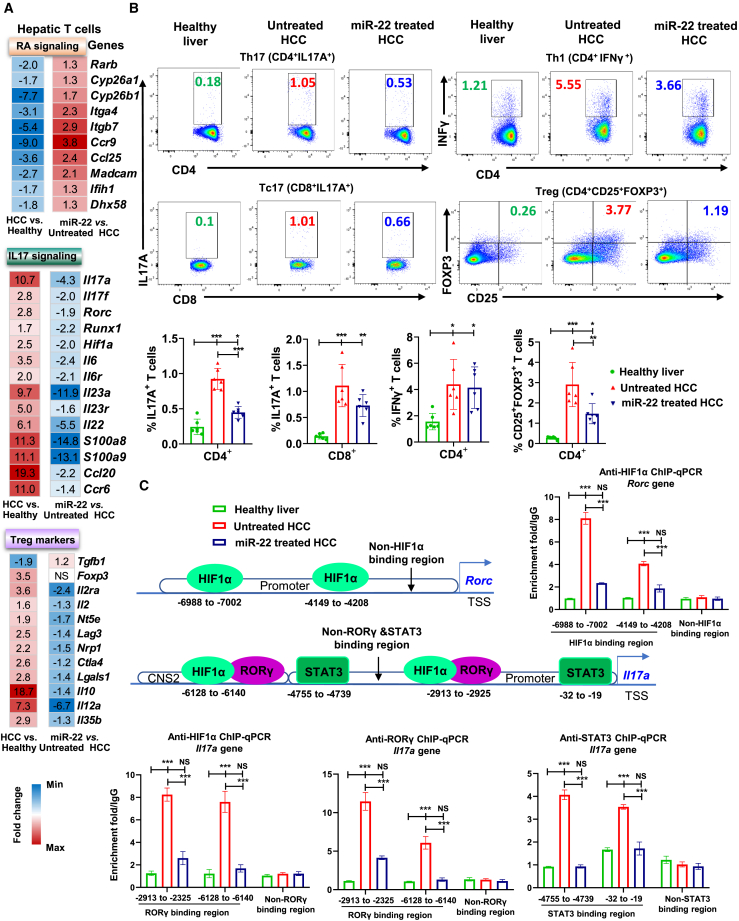
miR-22 suppresses IL17 signaling in the T cells by reducing the recruitment of HIF1α/RORγT/STAT3 in the *Il17a* promoter (A) The fold changes of RA signaling and Th17/Treg-related genes in hepatic T cells were quantified by RT-PCR and are shown in the heatmap. Hepatic T cells were isolated from livers of healthy, HCC, and miR-22-treated HCC mice followed by flow cytometry (n = 3). (B) Representative flow cytometry plots and percentage of Th17 (CD4^+^IL17A^+^), Tc17 (CD8^+^IL17A^+^), Th1 (CD4^+^IFNγ^+^), and Treg (CD4^+^CD25^+^FOXP3^+^) T cells in studied groups (n = 6). (C) ChIP-qPCR using anti-HIF1α, anti-RORγt, and anti-STAT3 antibodies in hepatic T cells. Hepatic T cells that were isolated from three mice for each studied group were subjected to ChIP assay. The primers for amplifying non-binding regions were used as a negative control. The regulatory regions of the *Il17a* and *Rorc* genes are shown with the binding locations of the indicated proteins. The numbers are relative to the transcription start site. Binding enrichment was expressed relative to the IgG-negative control. CNS, conserved non-coding sequence. Data represent mean ± SD, ∗∗p < 0.01; ∗∗∗p < 0.001 by one-way ANOVA (B and C).

IL17 signaling genes significantly upregulated in HCC included *Il17a*/f, *Il17a* transcription regulators *Rorc, Runx1,* and *Hif1a*, upstream regulatory cytokines *Il6*, *Il23a*, and their receptors, as well as Th17 cell downstream signaling *Il22*, *Ccl20*, *Ccr6*, *S100a8*, and *S100a9*. miR-22 treatment suppressed all these IL17 signaling genes (Figure 4A). Tregs have immunosuppressive functions in cancer. Many Treg genes were elevated in HCC T cells but repressed by miR-22 treatment, including *Il2*, surface markers *Il2ra*, *Nt5e*, *Lag3*, *Nrp1*, *Ctla4*, and downstream factors *Lgals1*, *Il10*, *Il12a*, and *Il35b* (Figure 4A)*.*

Similarly, in β-catenin-positive HCC, qRT-PCR data showed that many genes involved in RA signaling were downregulated in HCC T cells but induced by miR-22. In contrast, IL17 signaling-associated genes were induced in HCC and reduced in miR-22-treated T cells (Figure S4).

### miR-22 treatment reduces IL17-producing T cells as well as Treg

Flow cytometry was performed to validate these findings. Compared with healthy livers, HCC had increased CD3^+^IL17A^+^ T cells, which miR-22 treatment then reduced (Figure S5). The CD4^+^ subsets (Th17, Treg, Th1) and Tc17 (CD8^+^IL17A^+^) T cells were increased in HCC. While miR-22 treatment reduced Th17 and Treg cells, it did not affect Th1 and Tc17 cells (Figure 4B). Taken together, miR-22 suppressed the expansion of IL17-producing cells and Tregs, which likely favored cytotoxic CD8^+^ T cell activation.^50^

HCC mice spleens had increased Treg cells, whereas Th17, Tc17, and Th1 cells were similar to healthy mice. In contrast, miR-22 treatment reduced Treg and Th1 cells but had no effect on Th17 and Tc17 cells (Figure S6). Thus, Th17 expansion in HCC and its reduction by miR-22 were tumor specific.

### miR-22 silences HIF1α and inhibits *Il17a* expression by reducing the recruitment of HIF1α/RORγT/STAT3

There are two RORγT and two STAT3 binding sites in the regulatory region of the *Il17a* gene (Figure 4C).^51^^,^^52^ Moreover, the *Rorc* promoter contains two hypoxia response elements (HREs).^51^ The occupancy of the transcription factors HIF1α, RORγT, and STAT3 was examined by chromatin immunoprecipitation-qPCR (ChIP-qPCR) in HCC T cells. In untreated HCC T cells, HIF1α bound to the two HREs located in the *Rorc* promoter, while miR-22-treated T cells showed reduced binding. Similarly, miR-22-treated HCC T cells showed reduced recruitment of HIF1α, RORγT, and STAT3 to the *Il17a* promoter (Figure 4C). These results showed that miR-22 silenced the *Il17a* gene, leading to Th17 cell reduction by decreasing the recruitment of RORγT/HIF1α/STAT3 to *Il17a* promoter in T cells.

### Overexpression of IL23/IL17 attenuates the anti-HCC effect of miR-22

To further establish that IL17A signaling inhibition contributes to the anti-HCC effect of miR-22, a low dose of IL23 minicircle DNA was introduced to boost IL17 (Figure 5A).^53^ The results showed inducing IL17 attenuated the anti-HCC effect of miR-22, as evidenced by tumor load and histology (Figures 5B–5D). Furthermore, in HCC T cells, IL23 increased *Il23, Il17a*, *Il17f*, *S100a8*, *S100a9*, *Ccr6*, and *Ccl20* levels (Figure 5E). IL23 overexpression prevented miR-22 reduction of HCC markers *Afp*, *Gpc3*, *Cd133*, and *Ccna2* (Figure 5F). Together, reduced IL17 signaling contributed to the anti-HCC effects of miR-22.

**Figure 5:**
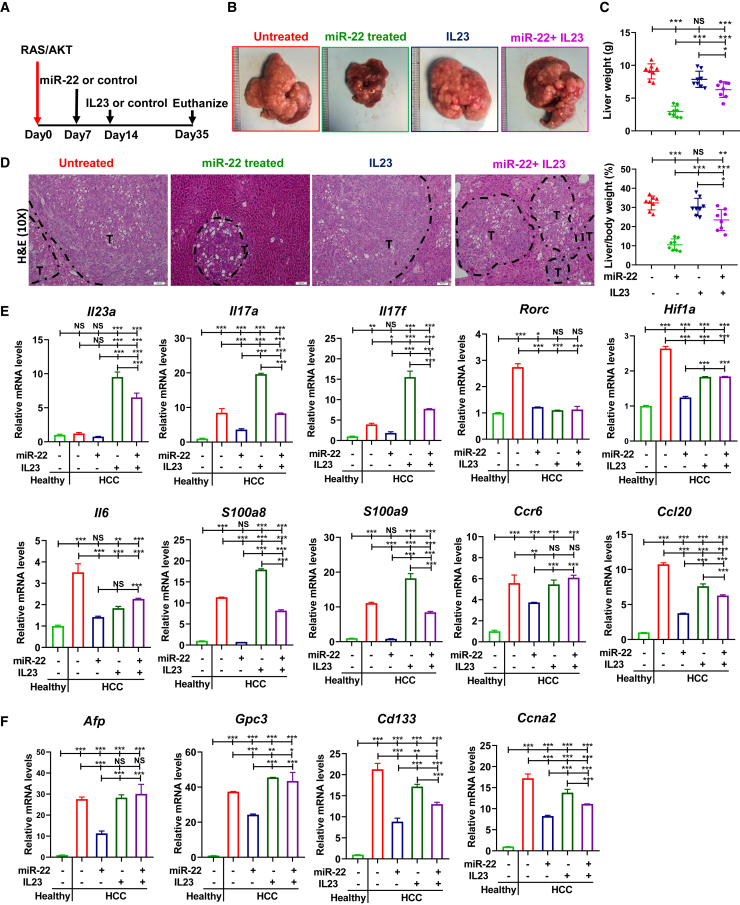
Overexpression of IL23/IL17 attenuates the anti-HCC effect of miR-22 (A) Study design for miR-22 and IL23 overexpression in male HCC mice. (B) Representative liver morphology, (C) liver weight and L/B ratio, and (D) H&E-stained liver sections in each group (n = 8); scale bar, 100 μm. (E) mRNA levels of IL17A signaling-related genes in hepatic T cells isolated from indicated groups (n = 3). (F) Hepatic mRNA levels of HCC markers in each group (n = 3). Data represent mean ± SD. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001 by one-way ANOVA (C, E, and F).

### The similarity between human and mouse HCC based on miR-22 expression

Based on miR-22 expression, the TCGA LIHC dataset was grouped into miR-22 high (miR-22 Hi, n = 89) and miR-22 low (miR-22 Lo, n = 92) HCC. Comparing the two groups, 30 pathways (27 upregulated and three downregulated pathways) were significantly changed (Figure S7). 

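In the mouse livers, 4 lists for pathways that the lower panel of Fig. 2A shows with a positive score, and that were not among the 19 of the upper panel, also scored higher in miR-22-treated than in untreated HCC. Arachidonic acid metabolism scored 2.03 (fgsea's adjusted p = 2.9e-05, or 2.05 with the replicate block), cholesterol metabolism 1.88 (4.1e-04, or 1.88 with the block) and complement and coagulation cascades 1.78 (9.4e-04, or 1.81 with the block). The joint list for drug and xenobiotic metabolism scored 2.52 (fgsea's adjusted p = 1.8e-13, or 2.53 with the block), with 67 of 86 genes higher and 51 of them differentially expressed. A list for bile acid synthesis scored 1.77 (fgsea's adjusted p = 0.00635, or 1.75 with the block), with 16 of 17 genes higher. With the nearest Reactome sets, cholesterol metabolism (1.26, fgsea's adjusted p = 0.264) and complement and coagulation cascades (1.43, 0.103) were not past the threshold. Against healthy livers, arachidonic acid metabolism and complement and coagulation cascades had no stable direction in untreated HCC: the scores were 1.02 and 0.91, and −2.47 and −1.32 with only genes of at least 10 counts in every library.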

In mouse HCC, miR-22 treatment enriched 30 pathways (19 upregulated and 11 downregulated; Figure 2A); 15 pathways overlapped with human pathways by comparing miR-22 high vs. low human HCC (Figure 6A). Human miR-22 Hi HCC or miR-22-treated mouse HCC consistently showed increased retinol, propanoate, butanoate, and tryptophan metabolism, improved steroid biosynthesis, as well as glycolysis and detoxification, but reduced cell cycle signaling. This congruence suggests human relevance for the mice data.

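In miR-22-treated against untreated mouse HCC, propanoate metabolism scored 2.01 (fgsea's adjusted p = 9.9e-05, or 2.01 with the replicate block), with 29 of 31 genes higher, among them Bckdha with a log2 fold change of 0.68 (0.69 with the block). Butanoate metabolism scored 1.64 (fgsea's adjusted p = 0.0153, or 1.66 with the block), with 21 of 23 genes higher; it was not past the threshold with no filter on low counts (0.97, adjusted p = 0.575) or with the nearest Reactome set (1.08, 0.449). Acsm5 on that list had a log2 fold change of 1.25 (1.25 with the block). Tryptophan metabolism scored 1.93 (fgsea's adjusted p = 4.1e-04, or 1.95 with the block), with 31 of 37 genes higher, Afmid by a log2 fold change of 1.64 (1.65 with the block). For steroid biosynthesis, 14 of 17 genes were higher and 3 were differentially expressed, with a score of 1.53 (fgsea's adjusted p = 0.0438, or 1.51 and 0.0506 with the block), which was 1.13 (0.317) without miR-22-treated replicate 2 and 1.18 (0.307) with the nearest Reactome set. Tm7sf2 on that list rose by a log2 fold change of 0.70 (0.69 with the block). The glycolysis list of 25 genes had a negative score of −1.22 (fgsea's adjusted p = 0.197, or −1.22 and 0.189 with the block), with 18 genes lower, and was past the threshold in that direction with fry (adjusted p = 0.00965) and camera (0.0234). With the genes of gluconeogenesis added, 52 tested genes in all, the score was 1.19 (fgsea's adjusted p = 0.205, or 1.21 and 0.189 with the block). On the joint list Pck1 and G6pc, enzymes of gluconeogenesis, rose by log2 fold changes of 2.74 and 2.75, whereas Pfkp fell by 1.09 on the log2 scale.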

**Figure 6:**
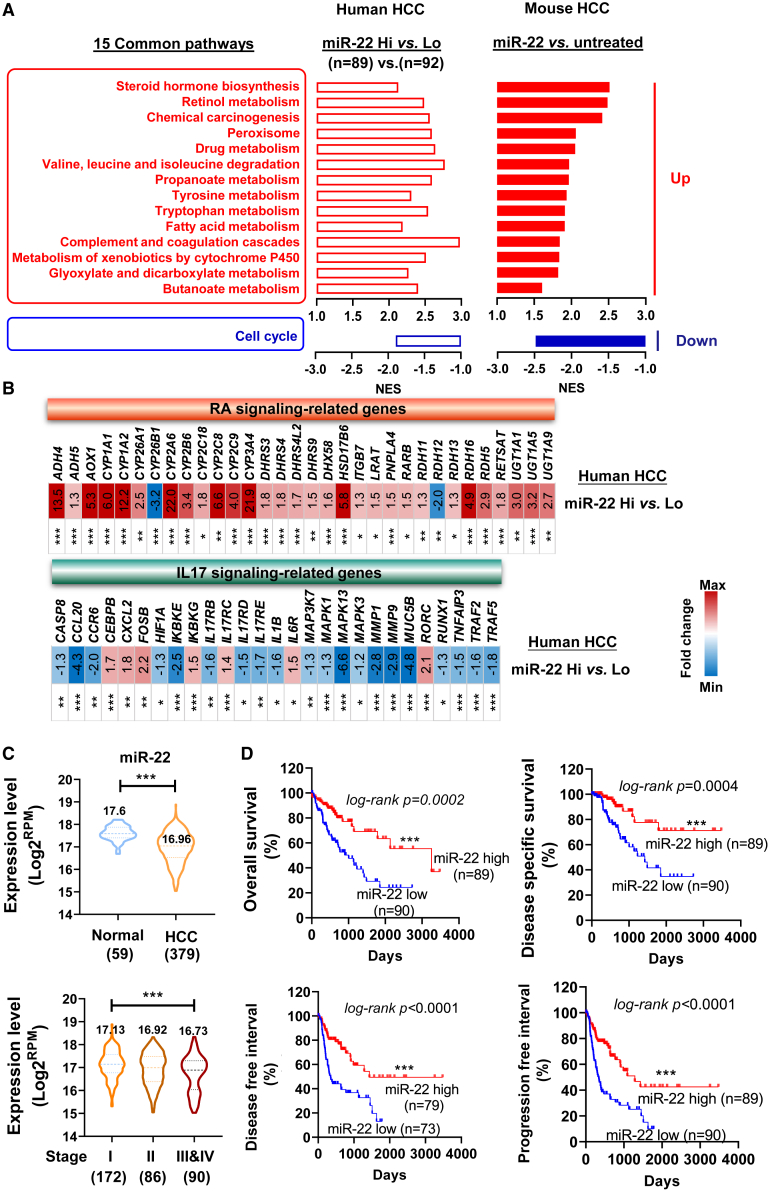
Mouse and human HCC have similar gene expression profiles based on miR-22 levels revealing human relevance of the findings (A) Fifteen common pathways were identified by comparing miR-22 Hi (high, n = 89) vs. miR-22 Lo (low, n = 92) human HCC and miR-22 treated vs. untreated mouse HCC. (B) The fold changes of RA and IL17 signaling-related genes in miR-22 Hi vs. miR-22 Lo human HCC. (C) The levels of miR-22 in human HCC vs. normal livers and different stages of HCC. The numbers in parentheses are case numbers. Data were shown with medium ±5 to 95 percentiles. (D) Kaplan-Meier survival curves of HCC patients with high and low miR-22 levels based on TCGA LIHC. p values were calculated by the log rank test. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001 by unpaired two-tailed Student’s t test (B and C).

Based on the KEGG pathways, the expression of genes involved in retinol metabolism and IL17 signaling was analyzed in miR-22 Hi vs. Lo HCC (Figure 6B). For retinol metabolism, 30/32 related transcripts showed higher levels in miR-22 Hi HCC than in miR-22 Lo HCC. In addition, miR-22 Hi HCC had reduced IL17 signaling in 20/27 transcripts. Fold changes with significance levels are indicated in Figure 6B.

### Reduced miR-22 in human HCC predicts poor survival outcomes

miR-22 expression in human HCC was analyzed using the TCGA LIHC dataset. miR-22 levels were significantly lower in 379 HCC specimens compared with the 59 healthy livers. Additionally, miR-22 levels were much lower in stage III and IV HCC (90 cases) than in stage I (172 cases) (Figure 6C). Furthermore, survival analyses revealed that miR-22 levels positively correlated with overall survival, disease-specific survival, disease-free interval, and progression-free interval (Figure 6D). In summary, reduced miR-22 expression predicted poor survival outcomes in patients with HCC.

## Discussion

The current study revealed that miR-22 could be a new therapeutic target for HCC treatment. miR-22 gene therapy was effective and prolonged survival without causing detectable toxicity. The current study is also the first to reveal the metabolic and anti-tumor immunity roles of miR-22 in the liver; miR-22 targeted both hepatocytes and T cells by silencing HIF1α and increasing RA signaling, both of which have metabolic and anti-inflammatory effects.

Our data revealed that miR-22 had profound effects on reducing inflammation. In T cells, miR-22 affected *Il17a* expression at multiple levels: (1) miR-22 reduced HIF1α and its occupancy of the *Rorc* gene, leading to reduced expression. (2) miR-22 diminished the recruitment of HIF1α and RORγT to *Il17a* and reduced IL17 expression. (3) miR-22 inhibited IL6/IL23 signaling, deactivated STAT3, and reduced its recruitment to *Il17a*, suppressing IL17 levels. Additionally, miR-22 activated cytotoxic T cells, induced apoptosis in tumor cells, and suppressed Treg cells, which can inhibit the activation of anti-tumor effector cells, leading to tumor immune escape.^54^ These results are summarized in Figure 7.

**Figure 7:**
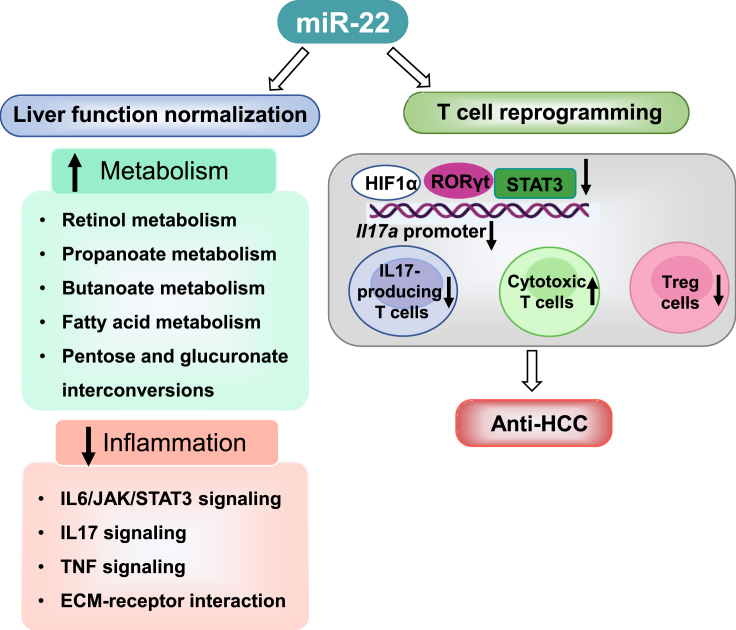
The schematic diagram summarizes miR-22 treats HCC by inducing metabolism and modulating T cell reprogramming miR-22 treatment induces the metabolism of retinol, propanoate, butanoate, fatty acid, and sugar. Therefore, the miR-22 inducer signaling is compromised in HCC and restored due to positive treatment outcomes. Meanwhile, miR-22 inhibits inflammation pathways including IL17 signaling, cytokine-receptor interaction, and ECM-receptor interaction, which are all upregulated due to HCC development. In the T cells, miR-22 inhibits IL17 signaling at multiple levels: (1) miR-22 silences HIF1α and reduces its occupancy in the *Rorc* promoter. (2) miR-22 reduces *Rorc* expressions and the recruitment of RORγT/HIF1α to the *Il17a* gene leading to reduced expression. (3) miR-22 deactivates STAT3 and decreases its occupancy in the *Il17a* promoter, which consequentially reduces *Il17a* gene expression. Additionally, miR-22 reduces Treg cells. The reduced inflammatory signaling as well as immunosuppressive effects permit activation of cytotoxic T cells leading to cancer cell death.

RA self-regulates via RARβ binding to induce *Rarb* expression.^55^ RA also increases RARβ via the induction of miR-22.^20^ Thus, multiple pathways induce and sustain RA signaling, signifying its importance. Increasing RA signaling has several benefits. RA and its receptors, including RXRα, facilitate lipid metabolism by dimerizing with FXR and PPARα. RA also inhibits the production of Th17 cells by blocking IL23/IL6 signaling and reducing *Rorc* expression.^47^^,^^56^ In line with this, our data revealed that restoration of RA signaling by miR-22 was accompanied by reduced *Rorc, Runx1*, *Il6, Il6r*, *Il23*, and *Il23r* mRNA in T cells. Furthermore, IL23 overexpression boosted IL17 signaling and attenuated the anti-HCC effects of miR-22, indicating that miR-22 treatment was partly mediated by the inhibition of inflammatory IL17A signaling. Thus, miR-22 and RA mutually regulate one another. Whether miR-22-suppressed IL17 signaling is RA dependent would be of interest for future studies.

Patients with HCC have a high frequency of Tregs, which is correlated with poor prognosis and reduced survival.^57^ Depleting these tumor-infiltrating Treg cells improves immunotherapy of HCC.^58^ Our data revealed that miR-22 reduced Tregs and the expression of Treg marker genes in HCC cells. However, RA plays a role in Treg expansion, and this mechanism is partially mediated by RARα-mediated TGFβ and FOXP3 induction.^47^^,^^51^ Whether miR-22-regulated RA signaling affects Treg regulation in the HCC environment remains to be addressed.

Interestingly, the synthesis of RA in intestinal dendritic cells is controlled by aldehyde dehydrogenase ALDH1A, whose expression is induced by HDAC inhibitors, such as butyric acid and propionic acid, which are miR-22 inducers.^20^^,^^47^ Thus, there are interactive effects between SCFAs and RA signaling. Our transcriptomic data revealed that the metabolic pathways for SCFAs and retinol were both reduced in HCC but induced in response to miR-22 treatment. The effect of miR-22 on the regulation of the gut microbiome remains to be elucidated. These data suggest that the intertwined signaling pathways found in the gut affect liver health. Targeting these pathways in the gut-liver axis may provide novel therapeutic options for treating HCC.

## Materials and methods

### Mice and tumor models

Male and female 6-week-old FVB/N mice were obtained from Jackson Laboratory (Sacramento, CA, USA). Liver tumors were produced via sleeping beauty transposon (SB)-mediated hydrodynamic injection using the plasmids pT3-EF1α-HA-myr-AKT, pT3-EF1α-N90-β-catenin, pT/Caggs-Nras-v12, and pCMV-SB11 as previously described.^59^ Briefly, oncogene plasmids and SB were diluted in 2 mL saline and injected into the mouse tail vein within 5–7 s. Mice were housed, fed, and monitored according to protocols approved by the Institutional Animal Care and Use Committee of the University of California, Davis (Sacramento, CA, USA).

### Drug administration

miR-22 was delivered by adeno-associated virus, serotype 8 (AAV8, Applied Biological Materials, Richmond, BC, Canada). One dose (5 x 10^12^ GC/kg) of AAV8-miR-22 or AAV8 blank control was injected intravenously. Lenvatinib (10 mg/kg/day, MedChemExpress, Monmouth Junction, NJ, USA) or saline was administered via oral gavage. The treatment timeline for each experiment is presented in the figures.

### Hepatic lymphocyte isolation and T cell enrichment

Hepatic lymphocytes were isolated from livers of healthy, HCC, and miR-22-treated HCC mice using previously published methods.^60^ In detail, the livers were mechanically dissociated followed by digestion with Liberase (0.05 mg/mL, Roche Diagnostics, Basel, Switzerland) at 37°C for 30 min. The digested specimens were filtered through a 70-μm cell strainer. Hepatocytes were removed by sequential centrifugation at 50 x *g* (5 min, 4°C). The supernatants containing nonparenchymal cells (NPCs) were collected by centrifugation at 500 x *g* for 5 min at 4°C. The NPCs were further fractionated by Percoll (GE Healthcare, Little Chalfont, United Kingdom) density gradient (70%/30%) centrifugation at 690 x *g* for 12 min at room temperature. Red blood cells were removed by incubating in RBC lysis buffer (Thermo Fisher Scientific, Waltham, MA, USA) for 5 min at room temperature. After washing with PBS, NPCs were pelleted by centrifugation at 300 x *g* for 5 min. CD3^+^ T cells were further purified using a MojoSort mouse CD3^+^ T cell Isolation Kit (Biolegend, San Diego, California, USA) followed by RNA extraction, ChIP, or co-culture. The purity of CD3^+^ T cells was >90%.

### Cloning and packaging of miR-22 overexpressed adeno-associated virus

Mature mmu-miR-22-3p (ID: MIMAT0000531, https://www.mirbase.org/cgi-bin/mature.pl?mature_acc=MIMAT0000531) was cloned into AAV8 plasmid pAAV-miro-GFP-hGH-amp vector with CMV promoter (Applied Biological Materials, Richmond, BC, USA). The AAV8 viruses were packaged and tittered by Applied Biological Materials.

### RNA isolation and gene expression quantification

Total RNA was extracted using TRIzol Reagent (Thermo Fisher Scientific), and cDNA was generated using a High-Capacity RNA-to-cDNA Kit (Applied Biosystems, Carlsbad, CA, USA).^19^^,^^20^ qRT-PCR was performed on a QuantStudio 6 Fast real-time PCR system using Power SYBR Green PCR master mix (Applied Biosystems). Primers were designed using Primer3 Input software version 0.4.0. Primer sequences are listed in Table S1.

### RNA sequencing and bioinformatics data analysis

RNA samples used for RNA sequencing were isolated from RAS/AKT-induced HCCs treated with AAV control or miR-22 as well as normal healthy livers from the same genetic background, FVB/N mice (n = 3). RNA was quantified with Nanodrop, and the quality was determined using a Qubit and Agilent RNA 6000 Nano Kit (Agilent Technologies, Santa Clara, CA, USA). Library preparation and sequencing were performed by Novogene (Sacramento, CA, USA). Libraries were prepared using a NEBNext Ultra II non-directional RNA Library Prep kit (New England Biolabs, Ipswich, MA, USA). Library quality and concentration were assessed with LabChip GX Touch nucleic acid analyzer (PerkinElmer, Waltham, MA, USA) and qPCR. Libraries were sequenced on Novaseq6000 using PE150 sequencing. Reads quality was checked using the fastqc (v0.11.7, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/).^61^ RNA sequencing data was analyzed using the Salmon-tximport-DESeq2 pipeline. The pair-ended reads (FASTQ format) were mapped to the reference mouse genome assembly (GRCm39, GENCODE release 25) and quantified with Salmon.^62^ Gene-level counts were imported with *tximport*,^63^ and differential expression analysis was performed with DESeq2 (version 1.18) with the corrected p value <0.05 and fold change >1.5.^64^ Pathway analysis was performed with iDEP (http://bioinformatics.sdstate.edu/idep93/) using GSEA method,^65^^,^^66^ which is conducted in the pre-ranked mode using a recent faster algorithm based on the fgsea package (bioRxiv, http://biorxiv.org/content/early/2016/06/20/060012).^67^ Functional pathways or processes with FDR <0.1 and Bonferroni value < 0.1 were accepted. KEGG gene set was used in the GSEA analysis.

### TCGA analysis

miR-22 levels and survival analysis were performed using UCSC Xena (http://xena.ucsc.edu/) based on the TCGA LIHC dataset.^68^ GSEA analysis based on the KEGG and hallmark gene set was performed by UCSC Xena differential gene expression analysis (http://analysis.xenahubs.net/).^68^ The TCGA LIHC dataset includes 379 HCC and 59 adjacent normal liver specimens. For pathway analysis based on differentially expressed miR-22 levels, 181 HCC specimens were classified into two groups based on the upper and lower quartiles of miR-22 levels: (1) high miR-22 expression (miR-22 Hi) with Log2^(RPM)^ > 17.48 (n = 89) and (2) low miR-22 expression (miR-22 Lo) with Log2^(RPM)^ < 16.5 (n = 92).

### Co-culture of hepatic T cells and HCC cells

Murine Hepa1-6 cells (ATCC CRL-1830) were seeded into 6-well plates at a density of 1 x 10^5^/well in RPMI 1640 culture medium (Gibco, Grand Island, NY, USA) supplemented with 10% fetal bovine serum (R&D Systems, Minneapolis, MN, USA). At day 2, T cells isolated from livers of healthy, HCC, and miR-22-treated HCC mice were mixed with Hepa1-6 cells at a 1:1 ratio. Cells and supernatants were collected after 36 h of incubation for further flow cytometry or enzyme-linked immunosorbent assay (ELISA). For flow cytometry, 2 x 10^6^ cells were stained with anti-CD3e antibody (BD Bioscience San Jose, California USA) to gate the CD3^+^ T cell population. Annexin V/7-AAD staining (Thermo Fisher Scientific) was applied to determine the apoptosis of Hepa1-6 cells (CD3^–^ cells) in round-bottom 96-well plates.

### ELISA

The levels of IL17A, IL6, IFNγ, and granzyme B in the supernatant of the co-culture system were quantified by ELISA kits according to the manufacturer’s protocol (Thermo Fisher Scientific).

### Flow cytometry

Antibodies used for flow cytometric analysis are listed in Table S1. They were tested for optimal dilution in-house based on lot, clone, and vendor. 2 x 10^6^ lymphocytes isolated from the livers and spleens were stimulated with phorbol 12-myristate 13-acetate (PMA)/ionomycin (50 ng/mL and 500 ng/mL, respectively) in the presence of Golgi Stop (Thermo Fisher Scientific) for 6 h. Thereafter, the cells were washed and stained for surface antigens. Zombie Aqua fixable viability (1:500; BioLegend) was added to exclude dead cells. For surface antigen staining only, cells were fixed in 4% paraformaldehyde. For intracellular staining, cells were fixed and permeabilized using Foxp3/Transcription Factor Staining Buffer Set (eBioscience) followed by staining of intracellular proteins. Data were acquired by a BD LSRFortessa instrument running FACS DIVA software and analyzed with FlowJo v10.7.1 software (Tree Star, OR).

### Chromatin immunoprecipitation-qPCR

ChIP-qPCR was performed based on a previous publication.^69^ Briefly, chromatin lysate was precleared before incubation with anti-HIF1α (Novus Biologicals, Centennial, CO, USA), anti-RORγT (eBioscience), or anti-phosphor (P)-STAT3 (Cell Signaling Technology, Beverly, MA, USA). Rabbit IgG and H3Ac antibodies (MilliporeSigma, Burlington, MA, USA) were used as negative and positive controls, respectively. Samples were incubated with Dynase beads (Thermo Fisher Scientific) at 4°C overnight followed by de-crosslinking and purification. ChIP analysis was carried out according to the manufacturer’s protocol (Upstate/Millipore, Massachusetts, USA). The immunoprecipitated DNA was quantified via RT-PCR with a QuantStudio 6 Fast real-time PCR system (Applied Biosystems) using SYBR Green. Primers and antibodies used for ChIP assays are listed in Tables S1 and S2.

### Histology, tumor grade, Ki67 immunohistochemistry, and TUNEL assay

Tumor score was quantitively evaluated by pathologists based on H&E staining using five criteria including the level of centrilobular vacuolar degeneration, the number of proliferation foci, mitotic index, scirrhous type foci of proliferation, and inflammatory cells.^70^^,^^71^ The tumor scoring criteria are described in Table S3.

Immunohistochemistry was performed as described previously.^28^^,^^72^ To monitor hepatocyte proliferation, immunostaining was performed with anti-Ki67 antibody (NeoMarkers, Fremont, CA, USA) in healthy livers, HCC, miR-22-treated HCC, and lenvatinib-treated HCC. The number of proliferating hepatocytes was determined by counting positive-staining cells in at least five random microscopic fields (x10) for each specimen. Positive cells were determined using QuPath software.^73^ To monitor apoptosis in response to miR-22, TUNEL assay was performed with TUNEL assay kit (Abcam, Cambridge, MA), according to the manufacturer’s instructions.

### Serum biochemistry analysis

Blood samples were collected at the endpoint of the experiments, and serum was separated within 2 h of the collection after centrifugation at 3,000 x *g* for 10 min. Serum ALT, AST, cholesterol, glucose, globulin, albumin, total protein, and BUN levels were quantified using FUJI DRI-CHEM 4000 veterinary chemistry analyzer (Heska Corporation, Loveland, CO) according to manufacturer’s instruction.

### Blood hematology analysis

Blood samples were collected at the endpoint of the experiments. 100 μL aliquots were analyzed within 10 min of collection using a veterinary Hematrue hematology analyzer (Heska Corporation) based on the manufacturer’s instruction.^74^

### Western blotting

Western blots were performed as described previously.^19^^,^^20^^,^^28^ Proteins were extracted from the livers using a lysis buffer with cocktail protease inhibitors and phosphatase inhibitors (Thermo Fisher Scientific). Protein concentration was measured using the Pierce BCA protein assay kit, and 20–40 μg of total lysate was loaded and immunoblotted. Antibodies used were anti-IL6R (Santa Cruz Biotechnology, Santa Cruz, CA, USA), IL17A (eBioscience), phosphor (P)-STAT3, total (T)-STAT3 (Cell Signaling Technology), β-ACTIN (MilliporeSigma), and HIF1α (Novus Biologicals), which are listed in Table S1.

### Cytotoxic CD8^+^ T cell depletion assay

At 1 week post oncogene injection, HCC-bearing mice were randomly assigned into AAV-miR-22 or AAV blank treated groups. On the same day, HCC mice from each group were randomly divided into two groups to receive 200 μg of InVivoMAb anti-mouse CD8α (BE004-1, Bio X cell, Lebanon, NH, USA) or InVivoMAb rat IgG2a isotype control (BE0089, Bio X cell) via intraperitoneal injection twice per week for six times as indicated.^75^

### IL-23 minicircle DNA production and hydrodynamic injection in HCC mice

Minicircle (MC)-RSV.Flag.mIL23.elasti.bpA or RSV.eGFP.bpA was produced to induce IL17 signaling in HCC mice as described.^76^ Hydrodynamic delivery of 3 μg IL-23 or GFP MC DNA via tail vein injection was performed as previously described.^77^ At 1 week post oncogene injection, HCC mice were randomly assigned into AAV-miR-22 or AAV blank treated groups. At 2 weeks post oncogene injection, mice from each subgroup were further divided into two groups to receive one dose (3 μg) of either IL-23 MC or MC control.

### Statistical analysis

Statistical analysis was performed using Prism software v8.2.1 (Graph Software). Data were expressed as means ± standard deviation (SD). Statistical significance between two groups was evaluated using a two-tailed Student’s t test. One-way ANOVA followed by Tukey’s t test was used to compare the statistical difference among multiple groups. Associations were analyzed by linear regression. A value of p < 0.05 was considered statistically significant.

## Data availability

The source data that support the findings of this study are available. The RNA sequencing data have been deposited at the Gene Expression Omnibus under the accession number GSE215753. All the other data are available in the main text or supplemental information.

## References

[1] Chen B., Garmire L., Calvisi D.F., Chua M.S., Kelley R.K., Chen X. (2020). Harnessing big 'omics' data and AI for drug discovery in hepatocellular carcinoma. Nat. Rev. Gastroenterol. Hepatol..

[2] Asrani S.K., Devarbhavi H., Eaton J., Kamath P.S. (2019). Burden of liver diseases in the world. J. Hepatol..

[3] Colquhoun S.D., Wan Y.J.Y. (2020). Hepatocellular carcinoma diagnosis and treatment: an overview. Liver Res..

[4] Faivre S., Rimassa L., Finn R.S. (2020). Molecular therapies for HCC: looking outside the box. J. Hepatol..

[5] Llovet J.M., Kelley R.K., Villanueva A., Singal A.G., Pikarsky E., Roayaie S., Lencioni R., Koike K., Zucman-Rossi J., Finn R.S. (2021). Hepatocellular carcinoma. Nat. Rev. Dis. Primers.

[6] Xu C., Xu Z., Zhang Y., Evert M., Calvisi D.F., Chen X. (2022). beta-Catenin signaling in hepatocellular carcinoma. J. Clin. Invest..

[7] Nishida N., Kudo M. (2018). Immune checkpoint blockade for the treatment of human hepatocellular carcinoma. Hepatol. Res..

[8] Vaziri F., Colquhoun S., Wan Y.J.Y. (2020). Hepatocellular carcinoma immunotherapy: the impact of epigenetic drugs and the gut microbiome. Liver Res..

[9] Wang J., Li Y., Ding M., Zhang H., Xu X., Tang J. (2017). Molecular mechanisms and clinical applications of miR-22 in regulating malignant progression in human cancer (Review). Int. J. Oncol..

[10] Mansini A.P., Lorenzo Pisarello M.J., Thelen K.M., Cruz-Reyes M., Peixoto E., Jin S., Howard B.N., Trussoni C.E., Gajdos G.B., LaRusso N.F. (2018). MicroRNA (miR)-433 and miR-22 dysregulations induce histone-deacetylase-6 overexpression and ciliary loss in cholangiocarcinoma. Hepatology.

[11] Liu Y., Chen X., Cheng R., Yang F., Yu M., Wang C., Cui S., Hong Y., Liang H., Liu M. (2018). The Jun/miR-22/HuR regulatory axis contributes to tumourigenesis in colorectal cancer. Mol. Cancer.

[12] Xia S., Wang X., Wu Y., Zhou T., Tian H., Liu Z., Li L., Yan Z., Zhang G. (2022). miR-22 suppresses EMT by mediating metabolic reprogramming in colorectal cancer through targeting MYC-associated factor X. Dis. Markers.

[13] Yang X., Su W., Li Y., Zhou Z., Zhou Y., Shan H., Han X., Zhang M., Zhang Q., Bai Y. (2021). MiR-22-3p suppresses cell growth via MET/STAT3 signaling in lung cancer. Am. J. Transl. Res..

[14] Konishi H., Hayashi M., Taniguchi K., Nakamura M., Kuranaga Y., Ito Y., Kondo Y., Sasaki H., Terai Y., Akao Y., Ohmichi M. (2020). The therapeutic potential of exosomal miR-22 for cervical cancer radiotherapy. Cancer Biol. Ther..

[15] Zhang W., Zhan F., Li D., Wang T., Huang H. (2020). RGMB-AS1/miR-22-3p/NFIB axis contributes to the progression of gastric cancer. Neoplasma.

[16] Vesuna F., Lisok A., van Diest P., Raman V. (2021). Twist activates miR-22 to suppress estrogen receptor alpha in breast cancer. Mol. Cell. Biochem..

[17] Gao Y., Li X., Zeng C., Liu C., Hao Q., Li W., Zhang K., Zhang W., Wang S., Zhao H. (2020). CD63(+) cancer-associated fibroblasts confer tamoxifen resistance to breast cancer cells through exosomal miR-22. Adv. Sci..

[18] Jiang R., Deng L., Zhao L., Li X., Zhang F., Xia Y., Gao Y., Wang X., Sun B. (2011). miR-22 promotes HBV-related hepatocellular carcinoma development in males. Clin. Cancer Res..

[19] Yang F., Hu Y., Liu H.X., Wan Y.J.Y. (2015). MiR-22-silenced cyclin A expression in colon and liver cancer cells is regulated by bile acid receptor. J. Biol. Chem..

[20] Hu Y., French S.W., Chau T., Liu H.X., Sheng L., Wei F., Stondell J., Garcia J.C., Du Y., Bowlus C.L., Wan Y.J.Y. (2019). RARbeta acts as both an upstream regulator and downstream effector of miR-22, which epigenetically regulates NUR77 to induce apoptosis of colon cancer cells. FASEB J..

[21] Alvarez-Díaz S., Valle N., Ferrer-Mayorga G., Lombardía L., Herrera M., Domínguez O., Segura M.F., Bonilla F., Hernando E., Muñoz A. (2012). MicroRNA-22 is induced by vitamin D and contributes to its antiproliferative, antimigratory and gene regulatory effects in colon cancer cells. Hum. Mol. Genet..

[22] Sheng L., Jena P.K., Hu Y., Liu H.X., Nagar N., Kalanetra K.M., French S.W., French S.W., Mills D.A., Wan Y.J.Y. (2017). Hepatic inflammation caused by dysregulated bile acid synthesis is reversible by butyrate supplementation. J. Pathol..

[23] Liu H.X., Keane R., Sheng L., Wan Y.J.Y. (2015). Implications of microbiota and bile acid in liver injury and regeneration. J. Hepatol..

[24] Wan Y.J.Y., Jena P.K. (2019). Precision dietary supplementation based on personal gut microbiota. Nat. Rev. Gastroenterol. Hepatol..

[25] Zhan L., Liu H.X., Fang Y., Kong B., He Y., Zhong X.B., Fang J., Wan Y.J.Y., Guo G.L. (2014). Genome-wide binding and transcriptome analysis of human farnesoid X receptor in primary human hepatocytes. PLoS One.

[26] Gyamfi M.A., He L., French S.W., Damjanov I., Wan Y.J.Y. (2008). Hepatocyte retinoid X receptor alpha-dependent regulation of lipid homeostasis and inflammatory cytokine expression contributes to alcohol-induced liver injury. J. Pharmacol. Exp. Ther..

[27] Luo L.J., Zhang L.P., Duan C.Y., Wang B., He N.N., Abulimiti P., Lin Y. (2017). The inhibition role of miR-22 in hepatocellular carcinoma cell migration and invasion via targeting CD147. Cancer Cel Int..

[28] Hu Y., Liu H.X., Jena P.K., Sheng L., Ali M.R., Wan Y.J.Y. (2020). miR-22 inhibition reduces hepatic steatosis via FGF21 and FGFR1 induction. JHEP Rep..

[29] Wang L., Wang Y.S., Mugiyanto E., Chang W.C., Yvonne Wan Y.J. (2020). MiR-22 as a metabolic silencer and liver tumor suppressor. Liver Res..

[30] Tian J., Wang W., Zhu J., Zhuang Y., Qi C., Cai Z., Yan W., Lu W., Shang A. (2022). Histone methyltransferase SETDB1 promotes immune evasion in colorectal cancer via FOSB-mediated downregulation of MicroRNA-22 through BATF3/PD-L1 pathway. J. Immunol. Res..

[31] Ma X., Zhou J., Zhong Y., Jiang L., Mu P., Li Y., Singh N., Nagarkatti M., Nagarkatti P. (2014). Expression, regulation and function of microRNAs in multiple sclerosis. Int. J. Med. Sci..

[32] Lu W., You R., Yuan X., Yang T., Samuel E.L.G., Marcano D.C., Sikkema W.K.A., Tour J.M., Rodriguez A., Kheradmand F., Corry D.B. (2015). The microRNA miR-22 inhibits the histone deacetylase HDAC4 to promote T(H)17 cell-dependent emphysema. Nat. Immunol..

[33] Stauffer J.K., Scarzello A.J., Andersen J.B., De Kluyver R.L., Back T.C., Weiss J.M., Thorgeirsson S.S., Wiltrout R.H. (2011). Coactivation of AKT and beta-catenin in mice rapidly induces formation of lipogenic liver tumors. Cancer Res..

[34] Chai Z.T., Zhang X.P., Shao M., Ao J.Y., Chen Z.H., Zhang F., Hu Y.R., Zhong C.Q., Lin J.H., Fang K.P. (2021). Impact of splenomegaly and splenectomy on prognosis in hepatocellular carcinoma with portal vein tumor thrombus treated with hepatectomy. Ann. Transl. Med..

[35] Xu L., Yang W., Shu Y.F., Xu X.F. (2020). Hepatocellular carcinoma and multiple myeloma with elevated globulin: a case report and literature review. J. Int. Med. Res..

[36] Regino C.A., López-Montoya V., López-Urbano F., Alvarez J.C., Roman-Gonzalez A. (2020). Paraneoplastic hypoglycemia in hepatocarcinoma: case report and literature review. Cureus.

[37] Yang J., Yan B., Yang L., Li H., Fan Y., Zhu F., Zheng J., Ma X. (2018). Macrocytic anemia is associated with the severity of liver impairment in patients with hepatitis B virus-related decompensated cirrhosis: a retrospective cross-sectional study. BMC Gastroenterol..

[38] Ruiz de Galarreta M., Bresnahan E., Molina-Sánchez P., Lindblad K.E., Maier B., Sia D., Puigvehi M., Miguela V., Casanova-Acebes M., Dhainaut M. (2019). Beta-catenin activation promotes immune escape and resistance to anti-PD-1 therapy in hepatocellular carcinoma. Cancer Discov..

[39] Wilson G.K., Tennant D.A., McKeating J.A. (2014). Hypoxia inducible factors in liver disease and hepatocellular carcinoma: current understanding and future directions. J. Hepatol..

[40] Chen C., Lou T. (2017). Hypoxia inducible factors in hepatocellular carcinoma. Oncotarget.

[41] Yamakuchi M., Yagi S., Ito T., Lowenstein C.J. (2011). MicroRNA-22 regulates hypoxia signaling in colon cancer cells. PLoS One.

[42] Bao M.H., Wong C.C. (2021). Hypoxia, metabolic reprogramming, and drug resistance in liver cancer. Cells.

[43] Narravula S., Colgan S.P. (2001). Hypoxia-inducible factor 1-mediated inhibition of peroxisome proliferator-activated receptor alpha expression during hypoxia. J. Immunol..

[44] Bansal A., Harris R.A., DeGrado T.R. (2012). Choline phosphorylation and regulation of transcription of choline kinase alpha in hypoxia. J. Lipid Res..

[45] Lequeux A., Noman M.Z., Xiao M., Van Moer K., Hasmim M., Benoit A., Bosseler M., Viry E., Arakelian T., Berchem G. (2021). Targeting HIF-1 alpha transcriptional activity drives cytotoxic immune effector cells into melanoma and improves combination immunotherapy. Oncogene.

[46] Kansy B.A., Concha-Benavente F., Srivastava R.M., Jie H.B., Shayan G., Lei Y., Moskovitz J., Moy J., Li J., Brandau S. (2017). PD-1 status in CD8(+) T cells associates with survival and anti-PD-1 therapeutic outcomes in head and neck cancer. Cancer Res..

[47] Xiao S., Jin H., Korn T., Liu S.M., Oukka M., Lim B., Kuchroo V.K. (2008). Retinoic acid increases Foxp3+ regulatory T cells and inhibits development of Th17 cells by enhancing TGF-beta-driven Smad3 signaling and inhibiting IL-6 and IL-23 receptor expression. J. Immunol..

[48] Hammerschmidt S.I., Friedrichsen M., Boelter J., Lyszkiewicz M., Kremmer E., Pabst O., Förster R. (2011). Retinoic acid induces homing of protective T and B cells to the gut after subcutaneous immunization in mice. J. Clin. Invest..

[49] Suthar M.S., Ramos H.J., Brassil M.M., Netland J., Chappell C.P., Blahnik G., McMillan A., Diamond M.S., Clark E.A., Bevan M.J., Gale M. (2012). The RIG-I-like receptor LGP2 controls CD8(+) T cell survival and fitness. Immunity.

[50] Wang D., Yu W., Lian J., Wu Q., Liu S., Yang L., Li F., Huang L., Chen X., Zhang Z. (2020). Th17 cells inhibit CD8(+) T cell migration by systematically downregulating CXCR3 expression via IL-17A/STAT3 in advanced-stage colorectal cancer patients. J. Hematol. Oncol..

[51] Dang E.V., Barbi J., Yang H.Y., Jinasena D., Yu H., Zheng Y., Bordman Z., Fu J., Kim Y., Yen H.R. (2011). Control of T(H)17/T(reg) balance by hypoxia-inducible factor 1. Cell.

[52] Yang X.P., Ghoreschi K., Steward-Tharp S.M., Rodriguez-Canales J., Zhu J., Grainger J.R., Hirahara K., Sun H.W., Wei L., Vahedi G. (2011). Opposing regulation of the locus encoding IL-17 through direct, reciprocal actions of STAT3 and STAT5. Nat. Immunol..

[53] Shi Z., Wu X., Wu C.Y., Singh S.P., Law T., Yamada D., Huynh M., Liakos W., Yang G., Farber J.M. (2022). Bile acids improve psoriasiform dermatitis through inhibition of IL-17a expression and CCL20-CCR6-mediated trafficking of T cells. J. Invest. Dermatol..

[54] Togashi Y., Shitara K., Nishikawa H. (2019). Regulatory T cells in cancer immunosuppression - implications for anticancer therapy. Nat. Rev. Clin. Oncol..

[55] Bushue N., Wan Y.J.Y. (2010). Retinoid pathway and cancer therapeutics. Adv. Drug Deliv. Rev..

[56] Brown C.C., Esterhazy D., Sarde A., London M., Pullabhatla V., Osma-Garcia I., Al-Bader R., Ortiz C., Elgueta R., Arno M. (2015). Retinoic acid is essential for Th1 cell lineage stability and prevents transition to a Th17 cell program. Immunity.

[57] Wang Y., Liu T., Tang W., Deng B., Chen Y., Zhu J., Shen X. (2016). Hepatocellular carcinoma cells induce regulatory T cells and lead to poor prognosis via production of transforming growth factor-beta1. Cell. Physiol. Biochem..

[58] Unitt E., Rushbrook S.M., Marshall A., Davies S., Gibbs P., Morris L.S., Coleman N., Alexander G.J.M. (2005). Compromised lymphocytes infiltrate hepatocellular carcinoma: the role of T-regulatory cells. Hepatology.

[59] Chen X., Calvisi D.F. (2014). Hydrodynamic transfection for generation of novel mouse models for liver cancer research. Am. J. Pathol..

[60] Wiede F., Tiganis T. (2018). Isolation and characterization of mouse intrahepatic lymphocytes by flow cytometry. Methods Mol. Biol..

[61] Aronesty E. (2013). Comparison of sequencing utility programs. Open Bioinforma. J..

[62] Patro R., Duggal G., Love M.I., Irizarry R.A., Kingsford C. (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nat. Methods.

[63] Soneson C., Love M.I., Robinson M.D. (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res..

[64] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[65] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S., Mesirov J.P. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[66] Ge S.X., Son E.W., Yao R. (2018). iDEP: an integrated web application for differential expression and pathway analysis of RNA-Seq data. BMC Bioinformatics.

[67] Sergushichev A.A. (2016). An algorithm for fast preranked gene set enrichment analysis using cumulative statistic calculation. bioRxiv.

[68] Goldman M.J., Craft B., Hastie M., Repečka K., McDade F., Kamath A., Banerjee A., Luo Y., Rogers D., Brooks A.N. (2020). Visualizing and interpreting cancer genomics data via the Xena platform. Nat. Biotechnol..

[69] Hu Y., Liu H.X., He Y., Fang Y., Fang J., Wan Y.J.Y. (2013). Transcriptome profiling and genome-wide DNA binding define the differential role of fenretinide and all-trans RA in regulating the death and survival of human hepatocellular carcinoma Huh7 cells. Biochem. Pharmacol..

[70] Thoolen B., Maronpot R.R., Harada T., Nyska A., Rousseaux C., Nolte T., Malarkey D.E., Kaufmann W., Küttler K., Deschl U. (2010). Proliferative and nonproliferative lesions of the rat and mouse hepatobiliary system. Toxicol. Pathol..

[71] Ha S.Y., Choi M., Lee T., Park C.K. (2016). The prognostic role of mitotic index in hepatocellular carcinoma patients after curative hepatectomy. Cancer Res. Treat..

[72] Hu Y., Zhan Q., Liu H.X., Chau T., Li Y., Wan Y.J. (2014). Accelerated partial hepatectomy-induced liver cell proliferation is associated with liver injury in Nur77 knockout mice. Am. J. Pathol..

[73] Bankhead P., Loughrey M.B., Fernández J.A., Dombrowski Y., McArt D.G., Dunne P.D., McQuaid S., Gray R.T., Murray L.J., Coleman H.G. (2017). QuPath: open source software for digital pathology image analysis. Sci. Rep..

[74] Mohr A.M., ElHassan I.O., Hannoush E.J., Sifri Z.C., Offin M.D., Alzate W.D., Rameshwar P., Livingston D.H. (2011). Does beta blockade postinjury prevent bone marrow suppression?. J. Trauma.

[75] Wen L., Xin B., Wu P., Lin C.H., Peng C., Wang G., Lee J., Lu L.F., Feng G.S. (2019). An efficient combination immunotherapy for primary liver cancer by harmonized activation of innate and adaptive immunity in mice. Hepatology.

[76] Chen Z.Y., He C.Y., Kay M.A. (2005). Improved production and purification of minicircle DNA vector free of plasmid bacterial sequences and capable of persistent transgene expression in vivo. Hum. Gene Ther..

[77] Adamopoulos I.E., Tessmer M., Chao C.C., Adda S., Gorman D., Petro M., Chou C.C., Pierce R.H., Yao W., Lane N.E. (2011). IL-23 is critical for induction of arthritis, osteoclast formation, and maintenance of bone mass. J. Immunol..

How the deposited data were processed for this re-analysis (not part of the article)

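RNA sequencing of whole liver was processed for 9 female mice: 3 healthy livers, 3 livers with untreated HCC and 3 livers with miR-22-treated HCC. The HCC livers were collected on day 35, and no day is given for the healthy livers. Per the paper's methods, libraries were not strand-specific and were read as pairs of 150 bases, and the authors quantified reads with Salmon on GRCm39, imported them per gene with tximport, and used DESeq2. The authors deposited the counts per gene as whole numbers, not normalized and not filtered, for 55401 genes. The deposited signal values are the same counts divided by a DESeq2 size factor per library, and multiplying them by that factor gave 100% whole numbers, 100% of them equal to the deposited counts. The deposited table of counts was therefore used for every result, and the signal values for this check alone. The depth of each group stands with its description, and the common dispersion estimated by edgeR was 0.0206 at a mean effective library size of 19401057 counts.

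Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, two-sided quasi-likelihood F test, 3 groups in a single fit without covariates). Of the genes, 15717 passed the filter, with 15713 symbols. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. Groups whose libraries all held 3 counts or fewer are at the floor, and a fold against them is a lower bound. Normalized counts in the text are TMM-normalized, errors are SD over 3 livers, and standard errors are those of the log2 fold change.

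Gene lists were written by hand from general knowledge of the pathways, since the KEGG and hallmark releases were not used here, so they can differ from the sets behind Fig. 2. They hold 1691 symbols, of which 7 were matched through a synonym and 2 were not found. The 36 lists with at least 5 tested members were tested together with fgsea 1.28.0 (multilevel, genes ranked by log2 fold change) and called at an adjusted p under 0.1. The lists comprise 19 metabolic lists, 7 other metabolic lists, 8 inflammation and growth lists and 2 signaling lists, and 7 lists of cell markers were tested apart. The p of fgsea comes from a permutation test on genes, two-sided. Other tests of the lists were camera (inter-gene correlation 0.01) and fry, both from limma 3.58.1. Of these, fry does not compare the genes of a list with other genes. The miR-22 seed test compared the median log2 fold change of genes with a seed match in the 3′ UTR with 10000 random sets matched on 3′ UTR length, one-sided. Recovery is the share of a gene's change in HCC that was undone with miR-22, compared by a permutation test with 10000 matched sets, two-sided. The random seed was 22. Figures and the search of the 3′ UTR were made with Python 3.11.15 and matplotlib 3.10.9.

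The genes to name were set by a rule: genes that the paper names for these livers, HCC markers and checks of the sample labels; for each comparison the 5 called genes with the largest rise and the 5 with the largest fall among those whose livers do not overlap between groups and that have at least 10 counts in every library of the higher group; and for each list discussed up to 3 members with the smallest p. Tests, thresholds, lists, this rule and the alternatives were set before the data were examined, apart from the lists of clock, fasting, fed-state and acinar genes with their tests, the tests on genes beyond both other groups, the splits of results other than gene counts, and the comparison of seed motifs with the same bases, which were chosen only after the results were seen. The alternatives were DESeq2 1.42.0 (Wald test), DESeq2 size factors, upper-quartile normalization, no filter on low counts (29621 genes), at least 10 counts in every library (12836 genes), a fit to the 2 groups compared, the replicate number as a block, limma-trend with a pseudocount of 1 or 0.1, each liver left out in turn, no fold threshold, edgeR's glmTreat, and for lists genes ranked by signed −log10 p, unweighted scores, camera, fry, shared genes removed, the nearest Reactome set for 35 lists (smallest Jaccard overlap 0.1) and a Bonferroni adjustment. Some Reactome sets served more than 1 list, and IL17 and TNF signaling had the same set. Many of these sets hold mostly genes that are not on the list, so they test it weakly. An alternative with counts recovered from the signal values was added after the data were seen.

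On simulated counts for 15416 genes with 200 changed, edgeR found 149, including 98 of 98 with a 4-fold change, with 5 false calls (3.25%). DESeq2 found 157 with 16 false calls (9.25%) and limma 144 with 5 (3.36%). A list raised in the simulation scored 3.18 in fgsea against 40 random lists. The simulation changed far fewer genes than the data did, in untreated HCC alone, with the same dispersion for every gene. Its calls used the adjusted p without the fold threshold, so its rates of false calls need not hold for the data. The raised list was drawn from the genes raised on purpose, so its score shows only that fgsea detects such a list. The qPCR, flow cytometry, ChIP and human tumor data of the paper were not analysed here.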

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

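All tests in this part, and the lists of clock, fasting, fed-state and acinar genes behind them, were chosen only after the results were seen.

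Among genes the paper does not discuss, 77 lay beyond both other groups in the miR-22-treated livers: they were differentially expressed against untreated HCC and against healthy livers in the same direction, 54 higher and 23 lower. With DESeq2 size factors or upper-quartile scaling in place of TMM, at least 75 of the 77 were called the same way in both comparisons. These scalings moved the median log2 fold change between the HCC groups by little (from 0.00 to −0.03 and −0.04), so the exchange alone is a weak test. A scaling error would move all genes the same way, whereas 54 lay above and 23 below both other groups. That argues against scaling as the source of the 77 as a set. With each miR-22-treated liver left out in turn, 58, 40 and 58 were called the same way, the fewest without replicate 3. Of the 77, 1 is a pancreas acinar marker (Cela2a), named after its values were seen, but only 6 of the 17 acinar markers on the list were tested. Other transcripts from pancreas tissue in replicate 2 could be among the 77, of which 58 were still called without that liver. An effect of miR-22 beyond restoring the healthy state may contribute, as a hypothesis found and tested on the same data. The 77 include Cry1, on the clock lists, and Igfbp1, on the fasting list, so the hour of harvest and feeding could have moved some of them. Neither these nor batches of library preparation were tested for the 77.

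Clock genes, which the paper does not discuss, moved between the HCC groups: 10 of 16 genes on lists of clock genes were differentially expressed. Of 11 genes that peak with Dbp, 10 were lower in untreated HCC (9 differentially expressed) and 10 higher with miR-22 (7 differentially expressed). Of 5 that peak with Arntl, 4 were higher in HCC and 4 lower with miR-22, with 3 differentially expressed each time. The hour of harvest could move these genes. The 13 clock genes called in HCC recovered by a median of 47.6%, against 43.3% for the other called genes, a difference of 4.25 points within the range of matched sets (−11.8 to 11.6; two-sided permutation p = 0.383). With 13 genes that range is wide, so the pattern cannot be told apart from a difference in the hour of harvest, which the paper does not give per group.

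Upp2, which the paper does not discuss, had the largest rise with miR-22 among the named genes that are above the floor in untreated HCC: its log2 fold change was 5.97, higher in 3 of 3 miR-22-treated livers than in any untreated HCC liver. It ranged from 5.52 to 6.28 with each liver left out and from 5.93 to 6.03 over the other settings, so a single liver does not explain it. Fasting and the hour of harvest could also move a gene this far. On a list of genes induced by fasting, 10 of 10 were higher with miR-22 and 7 were differentially expressed (median log2 fold change 1.897), but genes of lipid synthesis in the fed state were higher too, with a median of 0.31, 10 of 11 higher and 1 differentially expressed. A difference in feeding alone would lower the fed-state genes, but those genes also respond to the tumor, so the pattern cannot be told apart from a difference in feeding state.

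The library of miR-22-treated HCC replicate 2 holds transcripts of the pancreas: 17 of 17 acinar markers had their highest count there. The 17 markers sum to 10852 counts in that library against 419 to 1136 counts in the other 8 libraries. Most of the counts in healthy livers are of Cela1, and without it the sums were 9630 in that library, 533 in untreated HCC replicate 4, 121 in untreated HCC replicate 2 and 17 to 38 in the other 6, so untreated HCC replicates 4 and 2 hold some acinar transcripts too. Acinar tissue in that sample is a candidate source, and no biological explanation was tested. Leaving that liver out gave 1887 called genes between the HCC groups, 1679 of them among the 2167.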

How the results depend on the processing

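The splits and the alternatives with a test are described in the processing summary, and no test in this part was chosen after its result was seen, apart from the counts recovered from the signal values, which gave the same value for every result it was run on.

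Of the values for whole comparisons, 77 with one liver left out and 172 with another choice changed kept their direction and their side of the threshold, or, for counts, stayed within 1.5 times the main count. With one liver left out, 1 moved, 1 reversed and 2 were weaker, and with another choice changed 12 moved, 1 reversed and 4 were weaker. These counts leave out the nearest Reactome sets for IL6/JAK/STAT3 and hypoxia signaling. With those sets, IL6/JAK/STAT3 signaling with miR-22 reversed (0.83). Hypoxia signaling with miR-22 (−0.89) and both scores in HCC (1.02 and 1.17) were not past the threshold. The tally for named genes does not cover every gene named in the text, and Stat3 is not in it. Of the values it covers, 667 and 1106 kept direction and side. With one liver left out 26 were weaker and 3 stronger, and with another choice changed 14 weaker and 13 stronger. There was no reversal among the settings run. The cause of the changes below was not tested.

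Counts of genes called moved with the fold threshold. With no fold-change threshold, 3777 genes were called between the HCC groups and 5732 between miR-22-treated HCC and healthy livers, and with edgeR's glmTreat 468 and 2010. With each liver left out, the count between the HCC groups ranged from 1433 to 2660 over 6 fits. The share of genes with the opposite sign was 93.9% with no library held out.

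With the genes shared between lists removed, 9 metabolic lists were lower in HCC, 8 were lower in HCC and higher with miR-22, and 4 inflammation and growth lists were lower with miR-22. With the nearest Reactome sets, 5 inflammation and growth lists were higher in HCC and 4 lower with miR-22. With no filter on low counts 5 were lower with miR-22, and with a Bonferroni adjustment 5.

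The score of IL6/JAK/STAT3 signaling with miR-22 was −0.96 with no filter on low counts, and that of hypoxia signaling −0.81. Hypoxia signaling with miR-22 reversed to 1.11 with at least 10 counts in every library, and it ranged from −1.29 to 0.86 over the 6 fits that each left out one liver, the highest being a reversal. Its adjusted p was 0.157 with camera and 0.153 with fry, both limma's.

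Depth limits the cytokine genes: Il6 had 15 counts over the 9 libraries, so whether it changed could not be tested.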

Differences from the paper's values

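No test in this part was chosen after its result was seen.

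For Chka in untreated HCC against healthy livers, the paper shows a fold change of about −2.5 in Fig. 2F, read by eye, and the value here was 5.92. In miR-22-treated against untreated HCC the paper shows about 5.9 in Fig. 2F, read by eye, and the value here was −2.42. None of the alternatives set before the data were examined closed either gap: the first ranged from 5.19 to 6.33 and the second from −2.78 to −2.12. The value drawn for each comparison lies near the value here for the other comparison, and the cause was not tested.

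For IL6/JAK/STAT3 signaling with miR-22, the paper shows a normalized enrichment score of about −1.5 in Fig. 2B, read by eye, and the value here was −1.67. Of the alternatives set before the data were examined, the score lay within 0.0531 of the paper's, the SD of the scores here with one liver left out, with genes ranked by signed −log10 p (−1.52), without untreated HCC replicate 3 (−1.55) and without miR-22-treated replicate 2 (−1.54), 3 (−1.53) or 4 (−1.48), and not with the others.

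The paper lists fatty acid and butanoate metabolism as lower in HCC, and neither was past the threshold here (−1.26 and −1.29). Both were past it with at least 10 counts in every library, limma with a pseudocount of 1, signed −log10 p, unweighted scores, camera and fry. Fatty acid metabolism also was with the 2 groups compared alone, with the replicate block and without healthy replicate 1 or 3 or untreated HCC replicate 2 or 4, and butanoate metabolism with shared genes removed. The other way, fatty acid metabolism had a positive score with shared genes removed (1.08) and with the nearest Reactome set (0.82), and butanoate metabolism with no filter on low counts (0.83), none past the threshold.

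The paper draws Eno1 and Gpi1 as lower with miR-22, and their adjusted p here was 0.0544 and 0.0586 by edgeR's quasi-likelihood test, with log2 fold changes of −0.43 and −0.29, lower in 3 of 3 miR-22-treated livers than in any untreated HCC liver. Both were under 0.05 with DESeq2's Wald test, DESeq2 size factors, upper-quartile normalization, at least 10 counts in every library, limma with either pseudocount, without miR-22-treated replicate 4, and with adjustment over the 10 genes alone. Eno1 also was with no filter on low counts and without untreated HCC replicate 4. Over all alternatives the adjusted p of Eno1 reached 0.188 and that of Gpi1 0.199.

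The paper does not underline steroid biosynthesis, cysteine and methionine, porphyrin or selenocompound metabolism as moved back by miR-22, and here all 4 were past an adjusted p of 0.1 in both comparisons. The paper also required a Bonferroni value under 0.1, over its KEGG gene set. Over the 36 lists tested here, only porphyrin metabolism of these 4 met that value with miR-22. With shared genes removed, cysteine and methionine, porphyrin and selenocompound metabolism were not past the threshold in either comparison. It does not show chemokine signaling or p53 signaling as lower with miR-22 in Fig. 2A, and here they were (−1.35 and −1.59), though not with the nearest Reactome sets (−1.075 and −0.82) or with the Bonferroni value under 0.1 that the paper required. The paper names glycolysis among pathways improved by miR-22, and the glycolysis list here had a score of −1.22, past the threshold as lower with fry, camera and signed −log10 p (−1.59). With the genes of gluconeogenesis added it was 1.19, past the threshold with at least 10 counts in every library (1.38) and with fry, and −1.19 with the nearest Reactome set. In Fig. 2A retinol metabolism has the lowest score in HCC, and here peroxisome did (−2.35 against −2.33). With the replicate block, retinol metabolism was lower than peroxisome (−2.41 against −2.38).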

Other observations

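Among the tests in this part, those on the splits of gene counts, on the share of tumor tissue and on seed sites were set beforehand, and those on splits of the other results and on base composition were chosen only after the results were seen.

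Other splits of the 6 libraries of a comparison show how often other groupings give as much, but 3 against 3 give 10 splits at most, so a share under 0.1 cannot arise, and only 4 of them part as many same-numbered livers as the real split; the other 6 part fewer. The counts that follow include the real split. For the genes called, in fits to the 2 groups compared, the other splits called 0 genes in every comparison. The real split called 6317 between untreated HCC and healthy livers, 2039 between the HCC groups and 3433 between miR-22-treated HCC and healthy livers. A mixed split widens the spread within its groups, so 0 calls there do not measure what chance gives. As many metabolic lists moved in 3 of 4 splits for untreated HCC against healthy livers and in 2 of 4 for the HCC groups, and as many inflammation and growth lists in 4 of 4 and 2 of 4. The score of IL6/JAK/STAT3 signaling was as far from 0 in 3 of 4 and 1 of 4 splits, and that of hypoxia signaling in 2 of 4 and 2 of 4. As many of the 10 genes of Fig. 2F changed in 1 of 4 splits in each comparison. With the healthy livers fixed, 2 of 4 splits gave as many lists lower in HCC and higher with miR-22 (16 in the real split and 17 in another), and 1 of 4 as high a share of genes of opposite sign (89.8% and, next, 81.6%). Over all 10 splits the metabolic lists gave 8 of 10 and 2 of 10, and the inflammation and growth lists 10 of 10 and 4 of 10. Each other split puts 2 livers of a group with 1 of the other, so part of the real difference remains in it, and these counts neither support nor weaken the results on lists.

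The paper reports a lower tumor load with miR-22, by liver-to-body weight ratio and histology. A smaller share of tumor tissue in the miR-22-treated livers could move metabolic genes back without a change in any cell. Under that explanation, genes on the metabolic lists recover like other genes. The 273 of them that were lower in HCC recovered by a median of 39.8%, against 42.0% for 2569 others, a difference of −2.21 points (matched sets −1.28 to 3.25; two-sided permutation p = 0.0068). The difference lies outside the range of matched sets, so the prediction of equal recovery was not met in these livers. Matched sets are drawn from genes, which move together within a liver, so neither their range nor the p reflects the spread between livers. The difference is small and toward less recovery, so it does not set aside a smaller tumor share as part of the cause. The share of their rise in HCC that miR-22-treated replicates 2, 3 and 4 kept was 50.15%, 41.0% and 72.4% for Akt1, 64.7%, 59.9% and 64.2% for Nras, and 52.8%, 43.8% and 67.3% for the median gene called higher in HCC.

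Genes with a miR-22 seed match in the 3′ UTR (2287 of 13559) had a median log2 fold change with miR-22 lower by a difference of −0.05 than genes without one (matched sets −0.03 to 0.01; one-sided permutation p = 1e-04, the smallest these permutations can give). Direct targeting could give this. With the median of genes with 3′ UTRs of similar length subtracted from each fold change, the difference for miR-22's motif was −0.0346, and 111 of 361 motifs with the same bases, miR-22's included, gave one as low, so base composition of the 3′ UTRs could give it too.

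The host gene of miR-22, Mir22hg, had a log2 fold change of −1.77 in untreated HCC (adjusted p = 1.3e-06, edgeR's quasi-likelihood test) and 0.76 with miR-22 (adjusted p = 0.00452, edgeR's quasi-likelihood test, from 0.58 to 0.87 with each liver left out), lower and higher in 3 of 3 livers. For Il6ra the log2 fold changes were −1.72 and 1.51. The HCC marker Afp had 27751 ± 9696 normalized counts (SD, n = 3) in untreated HCC and 15119 ± 4127 in miR-22-treated HCC, a log2 fold change of −0.88 (adjusted p = 0.0264, edgeR's quasi-likelihood test). That adjusted p was 0.130 without untreated HCC replicate 2, 0.0543 without replicate 3 and 0.110 without miR-22-treated replicate 3. Marker lists scored −1.97 in untreated HCC and 2.09 with miR-22 for hepatocytes, 2.07 and −2.38 for proliferation, and 1.66 and −2.20 for cholangiocytes and progenitors. Neutrophils (1.67 and 0.48) and stellate cells and fibroblasts (1.56 and −1.05) were past the threshold in HCC alone (adjusted p with miR-22 0.979 and 0.695, fgsea). T cells (0.64 and 0.73, adjusted p = 0.910 and 0.950, fgsea) and macrophages (1.03 and 0.82) were past it in neither comparison. Against healthy livers, miR-22-treated HCC had 3772 differentially expressed genes, 2664 higher and 1108 lower.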
